# Transcriptomic profiling and IgM and IgT repertoire dynamics in rainbow trout gills following primary and secondary challenge with *Lactococcus petauri*

**DOI:** 10.3389/fimmu.2026.1863531

**Published:** 2026-06-16

**Authors:** Aitor Arrogante, Esther Morel, Beatriz Abós, Samuel Vicente-Gil, Pablo Jiménez-Barrios, Patricia Díaz-Rosales, Pedro Perdiguero, J. Germán Herranz-Jusdado, Carolina Tafalla

**Keywords:** bacterial infection, gills, IgM, IGT, secondary responses

## Abstract

Fish mucosal tissues lack the organized lymphoid structures present in mammals. Although this is also true for the gills, with the gill-associated lymphoid tissue (GIALT) being mainly composed of B and T cells scattered throughout the epithelium and the lamellae, in some species such as rainbow trout (*Oncorhynchus mykiss*) or Atlantic salmon (*Salmo salar*), a more organized structure designated as the interbranchial lymphoid tissue (ILT) is also identified. Yet, although many studies have investigated the immune response of the gill to stimulation or pathogen encounter, which have revealed the activation of both innate and adaptive immune elements, how the gills respond to secondary stimulation or whether memory responses are locally orchestrated is still unknown. To provide insights into this matter, in the current study, we have infected rainbow trout by bath with *Lactococcus petauri* and then re-infected or mock-infected the survivor fish as well as mock-infected controls. At day 4 after the last infection, the fish were sacrificed and gills used to perform an RNAseq transcriptomic analysis and an IgM and IgT repertoire analysis. The number of cells secreting total and specific IgM in gills was also established by ELISpot. Our results demonstrate that memory responses are locally organized in the rainbow trout gills, given that re-infected fish did not up-regulate genes related to inflammation (as happens in the primary infection), but preferentially modified genes related to adaptive immunity, mainly to B cell function, experiencing a significant IgM and IgT clonal expansion. Accordingly, re-infected fish produced increased levels of specific IgM both locally and in serum, although no clonal selection was apparent. These findings advance our understanding of mucosal immunological memory in teleost fish and reveal the gills as a site of localized adaptive immune regulation during secondary responses.

## 1 Introduction

Mucosal surfaces represent the first line of defense between the host and the environment and, for this reason, the immune responses organized locally in these tissues constitute a key factor to block the entry of pathogens and prevent their dissemination inside the host. In fish, some of these mucosal surfaces, such as gills, skin or gut are continuously exposed to an environment that has a large antigenic load, including potentially pathogenic microorganisms. Within these mucosal surfaces, innate immune mechanisms provide an initial non-specific line of defense. These innate immune elements include the mucus layer in which antimicrobial peptides, lysozyme or complement proteins act on the potential pathogens. Resident innate immune cells in mucosal surfaces include macrophages, neutrophils or dendritic cells (DCs) which can recognize conserved antigens in pathogens through pattern recognition receptors (PRRs) such as toll-like receptors (TLRs) (1). Through this recognition, a signaling cascade is activated, ultimately triggering a rapid inflammatory response characterized by the early release of pro-inflammatory cytokines such as interleukin 1β (IL-1β) or tumor necrosis factor α (TNF-α) or chemokines such as IL-8 which recruit leukocytes to the site of infection (2). This recognition also involves the activation of antimicrobial pathways in these innate immune cells, such as the production of reactive oxygen species (ROS) or phagocytic processes to eliminate the pathogens at this initial site of replication (3).

While innate immunity ensures immediate protection, adaptive immunity provides antigen-specific recognition, clonal expansion and immunological memory. In this context, fish mucosal surfaces also contain adaptive immune cells (namely B and T cells) that contribute to clearing the pathogens while organizing more specific responses. Within the adaptive immune compartment, T cells are either responsible for helping B cells (CD4^+^ T helper cells) or for recognizing and eliminating infected or tumoral cells (CD8^+^ cytotoxic T cells). B cells, on the other hand, play a central role as producers of immunoglobulins (Igs). These Igs can be expressed on the cell surface acting as a B cell receptor (BCR) or can be secreted, being them usually referred to as antibodies. These antibodies specifically neutralize pathogens. Structurally, Igs are composed of two heavy chains (IgH) and two light chains (IgL). The constant region of the IgH defines the isotype and is shared among antibodies of the same class, whereas the variable region, formed by both regions in both the IgH and IgL chains, confers the antigen specificity. This variable region is obtained by recombination of different V(D)J segments (4). In teleost fish, three different Igs have been identified: IgM, IgD and IgT. The heavy chains of IgM and IgD in teleost are produced through alternative splicing of a shared primary transcript, as occurs in mammals. As a result, both isotypes, display the same variable region within an individual B cell (5). However, IgT originates from a distinct rearrangement process. Because IgT utilizes its own D and J gene segments, its antigen receptor repertoire is generated independently from that of IgM and IgD (6). Therefore, B cells exclusively expressing IgT constitute an independent B cell lineage (7), not one that appears as a consequence of class switch recombination (CSR) as is the case for mammalian IgA.

In systemic lymphoid tissues, the predominant B cell population in teleost consists of mature naïve IgM^+^IgD^+^ cells. Following antigen encounter, these cells typically down-regulate IgD expression and differentiate into IgM^+^IgD^-^ plasmablasts and eventually terminally differentiated plasma cells, resembling the differentiation pathway observed in mammals (8, 9). Both plasmablasts and plasma cells have an increased capacity to secrete antibodies, but differ in their capacity to proliferate (10). Interestingly, recent results from our group have demonstrated that most of the IgM^+^ B cells present in homoeostasis in mucosal surfaces are IgM^+^IgD^-^ B cells that have already initiated a differentiation process, probably due to the normal exposure to antigens in the water or the microbiota (9). Additionally, IgT^+^ cells are a big population of the fish mucosal surfaces. In some of the fish species in which this has been investigated, including rainbow trout (*Oncorhynchus mykiss*), the ratio of IgT^+^ B cells to cells of the IgM/D lineage is higher in mucosal than in systemic tissues (7, 11, 12). For this reason, IgT was initially considered an Ig specialized in mucosal responses or even a functional analog of mammalian IgA, although it seems clear nowadays that this is dependent on the fish species, the tissue, or the antigen that triggers the response (13, 14). Finally, in some species such as rainbow trout, catfish (*Ictalurus punctatus*) or Atlantic salmon (*Salmo salar*), cells exclusively expressing IgD (IgD^+^IgM^-^ B cells) have also been reported (9, 14–17). Interestingly, in salmonids, these cells are frequent in the mucosal tissues, including the gills (9, 14, 16), although their precise role in mucosal immunity is still unknown.

In mammals, adaptive cells within mucosal tissues are usually organized in complex structures that promote the close interaction of B and T cells, being these structures referred to as mucosa-associated lymphoid tissue (MALT). Although this name is also used to designate the lymphoid cells present in the fish mucosae, these cells are often dispersed throughout the tissue in a seemingly disorganized fashion (18). In gills, the lymphoid cells are specifically designated as the gill-associated lymphoid tissue (GIALT) which encompasses B and T cells diffusely distributed within the gill epithelium and lamellae (18). Interestingly, in 2008, Haugarvoll and collaborators identified a more organized structure in the salmonid gills, designated as the interbranchial lymphoid tissue (ILT) (19). In contrast to the dispersed organization typical of the GIALT, the ILT consists of dense clusters of T cells and antigen presenting cells located at the base of gill filaments (19). This spatial compartmentalization is consistent with a role for the ILT as a localized immune induction site, although its precise immune role is still not clearly defined.

Although different studies have demonstrated the immune regulation of the immune elements present in the gills to a pathogenic encounter or an antigenic stimulation (20–23), there is no information to date regarding how gill immune elements respond to a secondary stimulation, or whether immune memory responses are locally organized. To provide further insights into this matter, in the current study, we have analyzed the primary and secondary immune responses of the rainbow trout gills using *Lactococcus petauri* as a model pathogen. This bacterium is nowadays the main species responsible for lactococcosis outbreaks in rainbow trout, often exhibiting high mortality rates along with great economic losses (24). Lactococcosis is an important systemic disease primarily affecting internal organs such as the kidney, liver and spleen, often associated with septicemia, hemorrhages, yet necrosis and hemorrhages in the gills are also often observed (25).

To investigate the local responses elicited, after a first infection and subsequent reinfection by bath with *L. petauri*, we have investigated the transcriptomic profile of the gills using RNA sequencing (RNAseq), thereby identifying expression changes associated with either primary and secondary immune responses. Additionally, we performed a repertoire analysis by next generation sequencing (NGS) of IgM and IgT to evaluate changes in mucosal BCR diversity in the gills. Finally, we have carried out ELISpot assays to evaluate the number of cells secreting total and *L. petauri*-specific IgM among gill leukocytes as well as specific IgM titers in serum. Our results indicate that previously exposed fish mount a more efficient and controlled secondary response upon reinfection with *L. petauri*, reflected by decreased transcription of genes related to inflammation and cytokine responses, but a higher transcription of genes related with B and T cell function. Additionally, it was the group infected twice that had the higher number of specific IgM-secreting cells in gills and specific IgM titers in serum. These results shed light into secondary immune responses in mucosal surfaces, an outmost important issue for the effective optimization of mucosal vaccines for use in aquaculture.

## 2 Methods

### 2.1 Fish

Rainbow trout (*Oncorhynchus mykiss*) were obtained as fertilized eggs from a certified commercial supplier and reared at the Aquaculture Research Center of the Agrarian Technological Institute of Castile and León (CIA-ITACyL). Eggs were incubated and larvae reared under standard conditions until fish reached the target body weight to begin the experiment. Throughout the rearing period, fish were maintained at 15 °C in a recirculating aquaculture system with continuous aeration under a 12 h light: 12 h dark photoperiod and were fed once daily with a commercial trout diet (Skretting AI, Stavanger, Norway) at 3% of body weight.

When fish reached the average size of 43.1 g, they were transferred to the infection facility and, at this point, the water temperature was gradually increased from 15 °C to 18 °C at approximately 0.5 °C per day, reaching the desired temperature two weeks before performing the bacterial challenge. All the experiments described comply with the Guidelines of the European Union Council (2012/63EU) and the Spanish law (RD 53/2013) for the use of laboratory animals. They were approved by the INIA Ethics Committee (PROEX 065.3/21).

### 2.2 Bacteria

*Lactococcus petauri* isolates were obtained from Skretting Spain in a Brain Heart Agar (BHA) plate containing individual colonies. For each infection experiment, single bacterial colonies were cultured into 200 mL of Tryptic Soy Broth (TSB) (Pronadisa, Spain) and incubated at 30 °C for 18 h, with gentle agitation (100 rpm) under aerobic conditions. The concentration of *L. petauri* was determined using the endpoint dilution method previously described (26). The stock of bacteria was then adjusted to 5 x 10^14^ CFU/mL.

### 2.3 Experimental design

The infections with *L. petauri* were always performed by bath as schematized in **Figure 1**. Briefly, fish were collected from their tanks and placed into two aerated 15 L basins containing either *L. petauri* at 1 × 10^12^ CFU/mL or tryptic soy broth (TSB) alone (for mock-infected controls). After 2.5 h of immersion, fish were transferred back to their original 500 L tanks (one for the mock-infected control and three tanks for the infected fish). Fish were maintained at 18 °C for 30 days and during this period, mortalities were experienced in the infected (57% mean mortality) and none in the mock-infected group.

**Figure 1:**
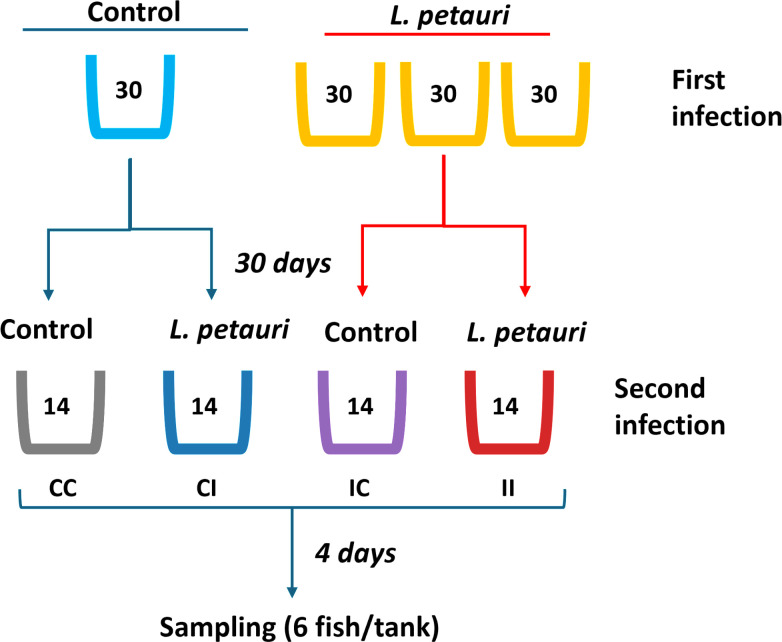
Schematic representation of the experimental design. During the first challenge, fish were either infected with *L. petauri* by bath or mock-infected (controls). After 30 days, survivor fish from the infected group and mock-infected fish were divided into two tanks, each of which were again infected or mock-infected. Thereby, fish that had not been infected in the first round were divided into either control-control (CC) and control-infected (CI), while fish that had survived the primary infection were divided into groups that were designated as infected-control (IC) and infected-infected (II) groups. Four days after the second infection, six fish in each of the four groups were sacrificed and blood and gill samples collected.

Following this period, a secondary challenge with the same bacterial strain was conducted using the same protocol. For this, survivors from the initially infected group were divided into two tanks of 14 fish each, one being re-infected with *L. petauri* and the other one mock-infected with TSB alone. In parallel, 14 fish from the previously uninfected control group were exposed to *L. petauri* for the first time, following the same procedure. The remaining 14 control fish were mock-infected with TSB alone. At day 4 after this last infection, 6 fish were sampled from each group. This design yielded four experimental groups: fish never exposed to the bacteria across either infection round (CC); fish exposed only in the second round, having encountered the bacteria once, 4 days before sampling (CI); fish exposed only in the first round, having encountered the bacteria once, 34 days before sampling (IC); and fish exposed in both rounds, having survived a primary infection before being re-challenged (II).

### 2.4 Tissue sampling and leukocyte isolation

At each sampling point, 6 fish from each group were euthanized by benzocaine (Sigma-Aldrich) overdose (250 mg/L). Prior to tissue extraction, and to reduce blood content in the tissues, fish were bled from the caudal vein with a heparinized needle. This blood was used for serum extraction following the protocol previously established (27) and the resulting samples stored at -80 °C until use.

A small piece of gills containing the ILT was removed and placed in RNAlater (Sigma-Aldrich) for posterior RNA extraction. The rest of the gills were then removed and leukocytes isolated for posterior ELISpot analysis. For this, the gills were first washed in a Petri dish with 5 mL of Leibovitz’s medium (L-15) supplemented with 100 IU/mL Penicillin-Streptomycin (P/S), 2% fetal calf serum (FCS) and 10 U/mL heparin. Single-cell suspensions were obtained by pushing the gill tissue through a 100µm nylon cell strainer (BD Biosciences). Gill samples were then washed by centrifugation (400 x *g* for 15 min) to eliminate excessive debris. Cell suspensions were transferred onto 30/51% discontinuous Percoll (GE Healthcare) density gradients and centrifuged at 400 x *g* for 30 min at 4°C, without brake. Cells in the interface, corresponding to leukocytes, were collected and washed in L-15 containing P/S and 5% FCS. The viable cell concentration was determined by Trypan Blue (Sigma-Aldrich) exclusion and cells were adjusted to a final concentration of 2 x 10^6^ cells/mL.

### 2.5 RNA extraction

The gill samples were removed from RNAlater and total RNA was extracted from the tissue using TRIzol Reagent (Fisher Scientific), following the manufacturer’s instructions and after homogenizing the tissue in TRIzol with a QIAGEN TissueLyser II. RNA was then quantified using a NanoDrop 1000 Spectrophotometer (Thermo Fisher Scientific). RNA integrity was assessed with a 2100 bioanalyzer using the Eukaryote Total RNA Nano assay (Agilent).

### 2.6 RNAseq

Gill RNA samples from four individuals within each experimental group (CC, IC, CI and II) were sent to Dreamgenics facilities (Oviedo, Spain) to perform an RNAseq transcriptomic study. In this case, total RNA (500 ng) was used for library preparation using the MGIEasy Fast RNA Library kit with polyA capture on the MGISP-100 platform (CE-IVD). The RNA libraries were sequenced on the DNBSEQ-G400 platform (CE-IVD) to produce 150 bp paired-end reads (2 x 150 bp). Quality control of the raw paired-end reads was performed using FASTP (28) and low-quality bases at the 3’ ends of reads were trimmed using a Phred quality threshold of Q20. Reads were aligned with HISAT2 (29) to the *Oncorhynchus mykiss* reference genome assembly USDA_OmykA1_1 (accession GCF_013265735.2) (Arlee genome) obtained from NCBI. Gene annotation was retrieved from the corresponding NCBI RefSeq GTF file associated with this assembly. Gene expression quantification was performed using featureCounts from the Subread package (30). Read counts were summarized at gene level by assigning reads to exonic regions and grouping them by gene_id attribute from the GTF annotation. The expression matrix was imported into R (v 4.4.3) for differential gene expression analysis using DESeq2 package (v 1.48.2) (31).

### 2.7 IgM and IgT repertoire analysis

An IgM and IgT repertoire analysis was performed in the four gill samples from each group selected previously for the RNAseq (CC, IC, CI and II). Library construction was performed following a custom protocol. For cDNA synthesis, 700 ng of total RNA were used in a reaction including an Oligo-dT primer (**Supplementary Table 1**) and a template switch oligo (TSO) incorporating a unique molecular identifier (UMI), that hybridizes to untemplated C nucleotides added by the reverse transcriptase during reverse transcription. The cDNA synthesis was carried out with SMARTScribe Reverse Transcriptase (Takara Bio) at 42°C for 90 min. Thereafter, each reaction was treated with 1 µL of uracil DNA glycosylase (5 U/µL, New England Biolabs) at 37°C for 40 min. The resulting cDNA was purified with NucleoSpin Gel and PCR Clean-up (Macherey-Nagel) and eluted in 20 µL. Two rounds of PCR were performed to enrich the 5′ end of IgM and IgT encoding transcripts followed by a third PCR for dual indexation, using in all reactions the Q5 High-Fidelity DNA polymerase (New England Biolabs). For the first PCR, 1 µL of purified cDNA was used as a template in a reaction with the “Target_Enrichment_FW1” (**Supplementary Table 1**), and the primers R1 of each IgH (located in the constant region of IgM or IgT) as a reverse, at a final concentration of 0.2 µM each. The PCR program was carried out with 20 cycles (95°C for 10 s, 60°C for 20 s and 72°C for 40 s). The resulting PCR product was purified using NucleoSpin Gel and PCR Clean-up (Macherey-Nagel) and eluted in 25 µL. For the second PCR, 1 µL of the purified PCR product was used as a template in a reaction containing the “Target_Enrichment_FW2” primer (**Supplementary Table 1**), which is partially complementary to Target_Enrichment_FW1, and the R2 primer specific of each IgH, located within the constant region of the corresponding IgH and that includes an additional tail corresponding with first part of P7 Illumina adapter. The PCR program was performed with 18 cycles (95°C for 10 s, 60°C for 20 s and 72°C for 40 s) in a final reaction volume of 25 µL. The PCR product was purified with NucleoSpin Gel and PCR clean-up. For the last PCR, 1 µL of purified product from the second PCR was used for sample indexing. Two sample-specific 8 nt indices were incorporated, one on each side of the amplicons, together with the final region of P5 and P7 Illumina adaptors. The sample-specific primers were used at a final concentration of 0.2 µM in a final reaction volume of 25 µL. The PCR program was performed for 12 cycles (95°C for 10 s, 54°C for 20 s and 72°C for 40 s). The PCR products were then visualized on a 1% agarose gel to verify the correct amplicon size and 10 µL of each sample were mixed together. Subsequently, two purification steps were performed: first one using NucleoSpin Gel and PCR Clean-up with NTI buffer diluted 1/3 an eluted in 25 µL. This product was then size selected using SPRIselect beads (Beckman Coulter) at a concentration of 0.6x. The quality of the final library was evaluated with Agilent Agilent TapeStation and quantified with the QubitTM dsDNA HS Assay Kit (Invitrogen, Life Technologies). Libraries were then sequenced on a NextSeq 2000 platform (Illumina) using NextSeqTM 2000 P2X reagents (600 cycles).

Raw paired-end reads were first merged using the PEAR software with default settings (32) to reconstruct full length amplicon sequences. Demultiplexing of the merged reads was performed using the FASTX-Barcode-Splitter tool from FASTX-Toolkit. To ensure correct isotype assignment during demultiplexing, one mismatch and a partial overlap of one nucleotide were allowed. The first 20 nt of the reverse primers used in the PCRs were employed as barcodes to identify of 3`ends corresponding to the constant gene of each Ig. UMI processing and consensus sequence generation were performed using MIGEC software. This tool groups reads sharing identical UMIs and generates consensus sequences (MIGs) using the first read as a template. MIGs with less than 5 reads were discarded. Finally, the assembled sequences were trimmed 14 nt at the beginning and 20 nt at the end to remove residual sequences derived from the template-switching oligo (TSO) and PCR primers. The resulting IgM and IgT sequences were aligned to the *O. mykiss* reference data available in the international IMGT database (33) using the IMGT/HighV-QUEST tool (v1.9.5) with the Arlee genome germline reference set.

### 2.8 ELISpot

The number of total and specific IgM-secreting cells in isolated gill leukocytes obtained from the sampled fish was determined using ELISpot. For this, ELISpot plates (Millipore) were activated with 70% ethanol and coated with an anti-IgM mAb (clone 1.14) (34) at 2 μg/mL in PBS or with previously inactivated (60°C for 1 h) *L. petauri* (5 x 10^13^ CFU/mL) and incubated overnight (ON) in continuous agitation at 4°C. Before adding the leukocytes, wells were washed 5 times with PBS (Sigma Aldrich) and incubated with 2% bovine serum albumin (BSA, Sigma Aldrich) in PBS for 2 h at room temperature (RT), to block non-specific binding. Gill leukocytes were then added to the wells in duplicate at a concentration of 1 x 10^5^ cells per well, immediately after isolation. After 24 h of incubation at 20°C, cells were washed five times with PBS and plates blocked for 1 h at RT with 2% BSA in PBS. After the blocking step, biotinylated anti-IgM mAb (clone 1.14) was added to the plates at 1 μg/mL and incubated for 1 h at RT in agitation. Following additional washing steps (five times in PBS), the plates were developed using streptavidin-HRP (Thermo Scientific) at RT for 1 h in continuous agitation, washed again five times with PBS and incubated with 3-amino-9-ethylcarbazole (Sigma Aldrich) for 30 min at RT in the dark. The substrate reaction was stopped by washing the plates with water. Once the membranes had dried, they were digitally scanned and the number of spots in each well was determined using an AID iSpot Reader System (Autoimmun Diagnostika GMBH).

### 2.9 ELISA

The levels of specific IgM were also evaluated by ELISA in the sera of all sampled fish. To conduct the ELISA, 96-well ELISA plates were coated ON with previously inactivated (60°C for 1 h) *L. petauri* (5 x 10^13^ CFU/mL) diluted in 0.05 M carbonate buffer at pH 9.7. After 3 washes in 0.05% Tween-20 PBS (PBST), wells were blocked with 100 μl of 1% BSA in PBST for 1 h at RT. Plates were then washed 3 times with PBST and thereafter serum samples were diluted 1:100 in PBS containing 1% BSA and added to the plates. Samples were incubated 1 h at RT and washed 3 times in PBST. Thereafter, 50 μl of biotinylated anti-trout IgM mAb (1 μg/mL) diluted in blocking buffer were added to the wells. After 1 h of incubation at RT, the wells were washed 3 times with PBST and then incubated with 50 μL of Streptavidin-HRP (diluted 1:1000 in PBS supplemented with 1% BSA) for 1 h at RT. Wells were washed again 3 times and then 50 μL of OPD (O-Phenylenediamine Dihydrochloride) (Sigma) added (1 μg/mL). The reaction was stopped by adding 50 μL of 2.5 M H_2_SO_4_ and absorbance at 492 nm measured in a FLUO Star Omega Microplate Reader (BMG Labtech). Positive and negative controls were included in all the plates, and consisted in sera from infected and non-infected rainbow trout from another experiment, respectively. Wells with serum but with no biotinylated anti-trout IgM mAb were also included.

### 2.10 Statistical analysis

For the RNAseq, differential gene expression was analyzed using DESeq2 package (v 1.48.2), using a negative binomial distribution (31). The Wald test was applied to identify genes with significant differences between groups and *p* values were adjusted for multiple testing using the Benjamini-Hochberg method (FDR < 0.05). Pairwise comparisons between groups were performed. Only genes with an adjusted *p* value < 0.05 and a Log2 fold change (FC) ≥ |1| were considered differentially expressed.

For the IgM and IgT repertoire data, normality was first assessed using the Shapiro-Wilk test. Data with normal distribution were analyzed using ANOVA to evaluate overall differences among groups, followed by Tukey’s HSD *post-hoc* test for pairwise comparisons. Data with non-normal distribution were analyzed using the Kruskal-Wallis test to evaluate overall differences among groups, followed by Dunn test for pairwise comparisons. To check the distribution of the CDR3 spectratyping, a Shapiro-Wilk test was performed. To assess differences in CDR3 length distributions among groups, a permutational multivariate analysis of variance (PERMANOVA) was performed using Bray-Curtis dissimilarity implemented in the R package *vegan* (v 2.7.2). Distance matrices were calculated from the relative frequencies of each CDR3 length per sample. Statistical significance was evaluated using 999 permutations. Homogeneity of multivariate dispersions among groups was assessed using the betadisper test. Pairwise PERMANOVA comparisons were performed between groups and *p* values were adjusted for multiple testing using Benjamini-Hochberg method. Data were presented as mean + SD and significance between means was stablished at *p* value ≤ 0.05, indicating in some cases different degrees of significance (* *p* ≤ 0.05, ** *p* ≤ 0.01 and *** *p* ≤ 0.005). In the case of VDJ configuration, differences within each isotype were represented using letters, with values that do not share any letter considered significantly different.

The data from ELISA and ELISpot were analyzed and handled with GraphPad Software (GraphPad Prism v8.0.1, La Jolla California, USA). Prior to analysis, data were checked for normality using Shapiro‐Wilk test. To compare the levels of specific IgM analyzed by ELISA and the number of total and specific IgM-secreting cells analyzed by ELISpot among the different groups, an ANOVA was performed followed by a Tukey’s HSD post‐hoc test when data were normally distributed, or evaluated by a non‐parametric Kruskal‐Wallis test when they were not normal.

## 3 Results

### 3.1 Transcriptional response of the gills to *L. petauri* primary and secondary infections

To analyze the immune response of the gills to a primary and a secondary infection with *L. petauri*, we selected four sampled individuals from CC, CI, IC and II groups to undertake an RNAseq analysis. 

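Gill RNA from 16 fish, 4 in each group, was sequenced after polyA capture as paired-end libraries on the DNBSEQ-G400 platform. CC fish had been mock-infected in both rounds, CI fish infected in the second round only, IC fish infected in the first round only and II fish infected in both, and all were sampled 4 days after the second challenge. The authors trimmed the reads with FASTP, aligned them with HISAT2 to the Arlee genome (USDA_OmykA1_1), counted them on the exons of each NCBI RefSeq gene with featureCounts and deposited these counts without normalization. Total counts per fish lay between 31237457 and 35104890 in CC (median 33992575.5), between 34828386 and 40495605 in CI (median 37057310), between 27981558 and 34857969 in IC (median 31195327.5) and between 26444741 and 30149398 in II (median 28082119). The totals of II lay below those of every CC fish and every CI fish (two-sided exact permutation p = 0.0286 for each, the smallest that 4 fish against 4 allow, and 0.171 after Benjamini-Hochberg adjustment over the technical measures compared), so every comparison below used values scaled to library size. Genes annotated as rRNA held between 5.26% and 13.1% of the counts of a fish. The table listed 70131 genes, of which 22827 had no count in any fish, and the 36535 genes that passed edgeR's filterByExpr were tested. Counts were scaled by edgeR's TMM method and are given on edgeR's CPM scale, mean ± SD over the 4 fish of a group. The groups were compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, fitted to all 16 fish at a time, and genes with an adjusted p below 0.05 and an absolute log2 fold change of at least 1 were taken as differentially expressed genes (DEGs). Each log2 fold change is the second group over the first, and its standard error (SE) is the fold change divided by the square root of the test's F value. The same comparisons were made with DESeq2, the tool of the study. Each group had its own tank after the second challenge, so that tank and group could not be separated, and no sequencing batch is given in the sources used here. Single fish are named as in the deposited counts (CI1, CI6), whose numbers are not those of the sample titles.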

The principal component analysis (PCA) of global gene expression in gill samples (**Figure 2A**) revealed clear groupings reflecting infection status and timing. 

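The first and the second principal component of the log2 CPM values (prior count of 2) over the 500 most variable genes held 19.6% and 14.1% of the variance. Of the alternatives, DESeq2's variance stabilizing transformation moved the first component most, to 32.7%. Over all 36535 genes, the group of a fish accounted for 29.3% of the variance (PERMANOVA on Euclidean distances, permutation p = 1e-04, the smallest that the permutations drawn can give). Between pairs of groups this share was 20.6% for CC and CI, 23.6% for CC and IC, 28.0% for CC and II, 19.9% for CI and IC and 21.2% for CI and II, each with an exact permutation p = 0.0286, the smallest the design allows, and 0.0343 after Benjamini-Hochberg adjustment over the 6 pairs. IC and II were not separated by the same test, with a share of 17.0% (exact permutation p = 0.0857). These calls depended on the genes used, since over the 500 most variable genes the exact permutation p was 0.114 for CC and CI and for CI and IC, and 0.0286 for IC and II. They also depended on single fish. The exact permutation p for CC and CI rose to between 0.114 and 0.171 without CC1, CC2, CC4 or CC5. For CI and IC it rose to 0.0571 without CI1 and to between 0.114 and 0.143 without IC2, IC4, IC5 or IC6. For CI and II it rose to 0.0571 without CI4 or CI5 and to between 0.0857 and 0.143 without II1, II2, II3 or II6, and for IC and II it fell to 0.0286 without II2.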

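The distance of each fish to the centre of its group, over the log2 CPM values of all tested genes, was 76.1 ± 3.96 (SD, n = 4) in CC, 80.7 ± 1.19 in IC and 81.2 ± 5.42 in II. Within CC, the fish CC1 lay at 82.0 and the other fish between 73.9 and 74.4. Along the first principal component the SD of the group was 3.67 in CC, 12.0 in IC and 4.83 in II, and along the second component it was 3.14, 11.7 and 5.99.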

Control fish (CC), as well as fish infected once in the first round (IC) and those infected twice (II), showed relatively tight clustering, indicating more consistent expression profiles within these groups. In contrast, fish infected only in the second round (CI) exhibited a much greater dispersion across PC2, reflecting higher variability in gene expression and suggesting a differentiated transcriptional response to recent infection in fish that had not been previously exposed to the bacteria.

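In CI the distance to the group centre was 101 ± 23.3 (SD, n = 4), which was 1.33 times that of CC and 1.26 times that of IC (two-sided exact permutation p = 0.0286 for each), and 1.25 times that of II (p = 0.0571 in the same exact test). The SD of CI was 33.0 along the first principal component and 12.5 along the second, which was 4.84 and 1.79 times the mean SD of the other groups. By the mean distance of the fish to the group centre along each component, the spread of CI was 4.74 and 1.49 times the mean of the other groups. Along the second component CI was not more spread than IC by this measure, with a mean distance of 8.48 in CI and 10.0 in IC. In CC and II it was lower. A single fish carried most of the spread of CI over all genes, since CI1 lay at a distance of 136 and the other CI fish between 84.6 and 94.8. Without CI1 the spread by the mean distance along each component was 2.13 times the mean of the other groups along the first and 1.02 times along the second. The distance to the centre was then 1.02 times that of CC (exact permutation p = 0.714) and 0.962 times that of IC (exact permutation p = 0.229). The exact permutation p for CI over CC also rose to 0.0571 without CC1, CC2, CC4, CC5 or CI6. With a fish left out, distances in its group are shorter by group size alone, since the centre of 3 fish lies nearer to each of them, so that these ratios are not on the scale of those for 4 fish. The exact permutation p for CI over IC rose to 0.0571 without CI6 or IC5 and to 0.0857 without IC2, IC4 or IC6, and that for CI over II fell to 0.0286 without CI5. Over the 500 most variable genes the exact permutation p was 0.0571 for CI over CC and for CI over IC and 0.0286 for CI over II.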

**Figure 2:**
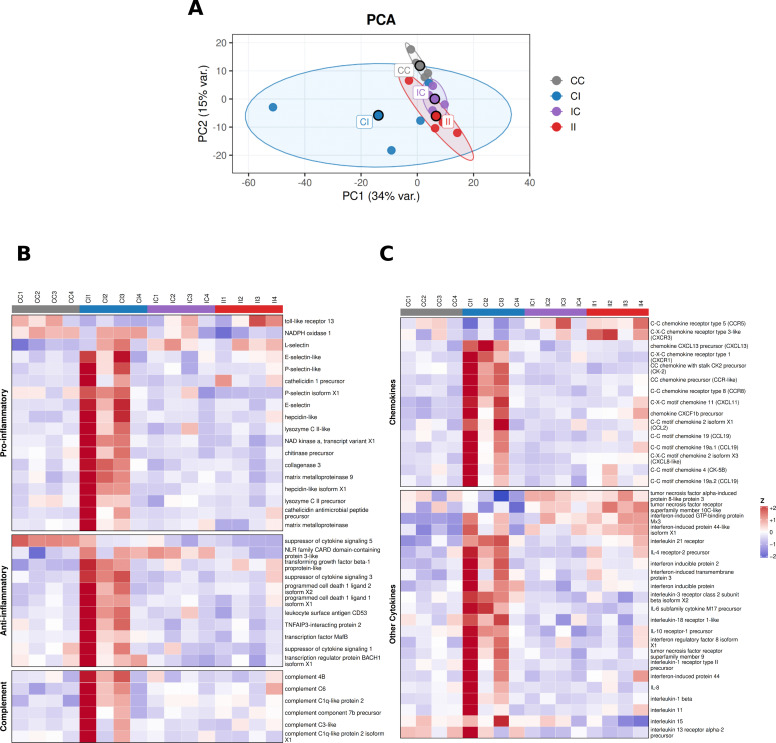
Transcriptional response of the gills to *L. petauri* primary and secondary infections. Four individuals in each group were selected to perform an RNAseq analysis in the gills. Principal component analysis (PCA) based on normalized gene expression data **(A)** and heatmaps showing differentially expressed genes (DEGs) in each experimental group (*p* adj < 0.05; |log2FC| ≥ 1) for genes related to inflammation and complement **(B)** and chemokines and other cytokines as well as their receptors **(C)**. Expression values are represented as Z-scores, calculated for each gene by subtracting the mean and dividing by the standard deviation across all samples. Red indicates gene expression above the mean, blue indicates expression below the mean and gray indicates expression close to the mean.

We then analyzed the genes that were differentially expressed genes (DEGs) with *p* values <0.05 and log2 fold change > |1| (**Supplementary Table 2**). The total number of DEGs identified in each pairwise comparison was as follows: CC vs CI, 611 genes; CC vs IC, 361 genes; CC vs II, 731 genes; CI vs IC, 477 genes; CI vs II, 574 genes; IC vs II, 32 genes (**Supplementary Table 2**). These genes were grouped according to their main immunological functions, and from all of these DEGs we made special focus on genes related to inflammation, such as pro-inflammatory mediators, anti-inflammatory regulators, complement components (**Figure 2B**), chemokines and other cytokines (**Figure 2C**) and genes related to adaptive immunity, including both B and T cells (**Figure 3**).

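With edgeR, 123 DEGs were found between CC and CI (103 higher and 20 lower in CI), 62 between CC and IC (5 higher and 57 lower in IC) and 183 between CC and II (45 higher and 138 lower in II). Between CI and IC there were 88 DEGs (3 higher and 85 lower in IC) and between CI and II there were 81 (9 higher and 72 lower in II). No DEG was found by edgeR between IC and II, where 1822 genes had an unadjusted p below 0.05. These counts moved with the choice of the test. DESeq2 called 632, 367, 739, 484 and 586 genes in the same order of comparisons and 34 genes between IC and II, and limma's voom with quality weights called 76, 225, 556, 2, 22 and 1. Fitted to the 8 fish of each pair of groups alone, edgeR called 1, 68, 325, 1, 3 and 4 genes and DESeq2 465, 636, 1129, 322, 391 and 79. The fish of both groups did not overlap in 73.2% of the edgeR DEGs between CC and CI, 100% between CC and IC, 98.9% between CC and II, 70.5% between CI and IC and 88.9% between CI and II, which follows in part from the choice of these genes. Among the DESeq2 DEGs that were tested by both tools, these shares were 48.4%, 84.4%, 80.4%, 53.6% and 56.1%, and 84.4% between IC and II. Over all tested genes they were 8.19%, 10.2%, 12.4%, 6.48%, 7.00% and 3.30%, where chance gives 2.86%.
The edgeR counts also moved when a single fish was left out. Between CC and CI, 679 DEGs were found without CI6, and 6 without CC1, 11 without CC2, 9 without CC4, 7 without CC5, 49 without CI1 and 11 without CI5. Between CC and IC, 164 were found without IC2, and 9 without CC1, 10 without CC4, 30 without CC5, 25 without IC4, 16 without IC5 and 9 without IC6. Between CC and II, 275 were found without II2, and 46 without CC1, 76 without CC4, 108 without CC5, 40 without II3 and 56 without II6. Between CI and IC, 554 were found without CI6, and 1 without CI1, 6 without CI4, 4 without CI5, 0 without IC2, 0 without IC4, 14 without IC5 and 2 without IC6. Between CI and II, 518 were found without CI6, and 14 without CI1, 5 without CI4, 51 without CI5, 15 without II1, 1 without II3 and 6 without II6. Between IC and II, 1 DEG was found without IC5, IC6, II1 or II2 and 0 without each of the other fish.

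**Figure D1:**
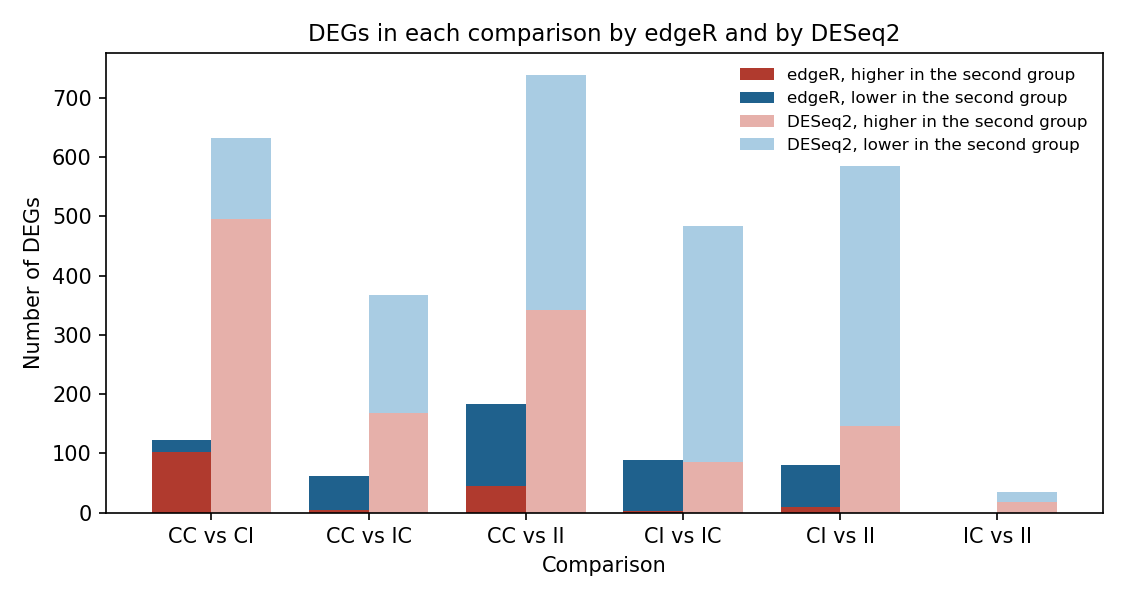
Number of DEGs (vertical axis) in each comparison of groups of 4 fish (horizontal axis). Dark bars stand for edgeR and light bars for DESeq2, each divided into genes higher (red) and lower (blue) in the second group. Bars reach 183 for edgeR and 739 for DESeq2, both between CC and II.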

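Among the DEGs whose groups did not overlap, the genes with the smallest adjusted p were led by *cyp1c1* (cytochrome P450 1C1, chromosome 19, 44986672 to 44988391), which had 52.8 ± 11.0 CPM (SD, n = 4) in CC, 11.2 ± 2.14 in CI, 9.58 ± 3.10 in IC and 8.54 ± 0.774 in II. Over CC its log2 fold change was -2.24 (SE 0.21, adjusted p = 0.000321) in CI, -2.46 (SE 0.21, adjusted p = 0.000203) in IC and -2.63 (SE 0.22, adjusted p = 9.2e-05) in II, each by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. A cytochrome P450 1A1-like gene (LOC110526570, chromosome 6, 74505044 to 74509032) also had its highest mRNA levels in CC, with 148 ± 27.5 CPM there and 59.7 ± 10.3 in CI, 50.2 ± 5.68 in IC and 55.6 ± 9.45 in II (log2 fold changes -1.31, -1.56 and -1.41 over CC, largest adjusted p = 0.00414 in edgeR's test). Further top genes were a GTP-binding protein RAD gene between CC and CI (LOC110526288, chromosome 6, 62149871 to 62152675), with a log2 fold change of 2.05 (SE 0.25, adjusted p = 0.00414) by edgeR, *dnajb1b* between CC and IC (chromosome 17, 11986355 to 11990911), with -1.27 (SE 0.13, adjusted p = 0.000685), and a FRAS1-related extracellular matrix protein 2 gene between CC and II (LOC110507114, chromosome 27, 17670454 to 17780391), with -1.80 (SE 0.20, adjusted p = 0.00169). All of these calls held in each of the 8 edgeR fits that left out 1 fish of the groups compared, but edgeR fitted to the CC and CI fish alone did not call LOC110526288 or LOC110526570.
Between CI and IC the top genes were a 40S ribosomal protein S2 gene (LOC110486878, chromosome 12, 86981439 to 86983662), a 5-aminolevulinate synthase gene (LOC110494837, chromosome 17, 93042606 to 93054175) and a cdc42-interacting protein 4 homolog gene (LOC110518978, chromosome 17, 65078 to 116845). Their log2 fold changes in IC over CI were 3.94 (SE 0.49, adjusted p = 0.0125), -1.81 (SE 0.22, adjusted p = 0.0125) and -1.44 (SE 0.19, adjusted p = 0.0125) in edgeR's test. LOC110486878 had 20.4 ± 1.88 CPM in CI, 314 ± 90.1 in IC, 230 ± 26.6 in II and 147 ± 86.0 in CC. It was thus also high in most fish that were never infected, since CC4 had 20.2 CPM and the other CC fish between 168 and 209. Between CI and II, LOC110486878 was again among the top genes with 3.49 (SE 0.48, adjusted p = 0.0156) by edgeR, together with a zinc finger and BTB domain-containing protein 16-A gene (LOC110537608, chromosome 12, 39568361 to 39690332), with -2.43 (SE 0.26, adjusted p = 0.00322), and the uncharacterized LOC110487420 (chromosome 12, 93403043 to 93420408), with 1.04 (SE 0.14, adjusted p = 0.0156). Only the call of LOC110537608 held with each fish left out in turn. In IC over CI the calls were lost without IC2 or IC4 for LOC110494837, without CI1, IC2 or IC4 for LOC110486878, and without CI1, IC2, IC4 or IC6 for LOC110518978. In II over CI they were lost without CI4 or II3 for LOC110486878 and without II2 or II3 for LOC110487420. Voom did not call LOC110486878 or LOC110487420, and edgeR fitted to the groups compared alone did not call LOC110494837, LOC110518978 or LOC110487420.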

**Figure 3:**
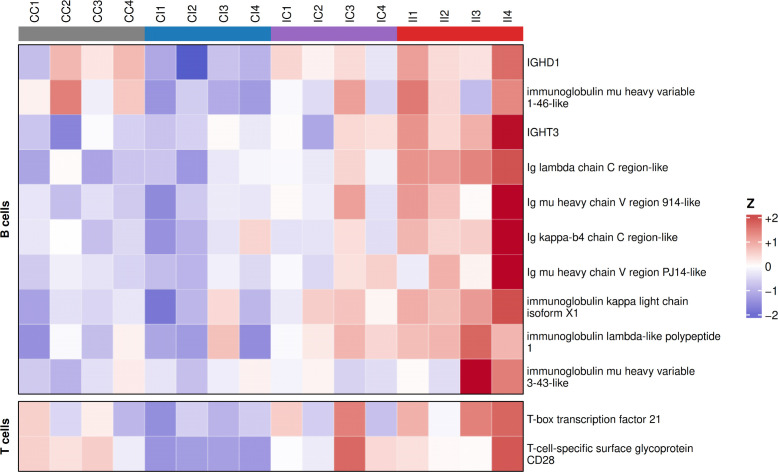
Heatmap of differentially expressed adaptive immunity genes in gill samples. Heatmap showing DEGs (*p* adj < 0.05; |log2FC| ≥ 1) in each experimental group across individual gill samples for adaptive genes related to either B or T cell function. Expression values are represented as Z-scores, calculated for each gene by subtracting the mean and dividing by the standard deviation across all samples. Red indicates gene expression above the mean, blue indicates expression below the mean and gray indicates expression close to the mean.

We first examined genes coding for pro-inflammatory and anti-inflammatory factors and complement components. In this case, the fish that had only received the bacteria in the second round (CI) and were therefore recently infected at the time of sampling, had levels of transcription of most of these genes significantly higher than those of all other groups (**Figure 2B**). 

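Figure 2B lists 18 pro-inflammatory genes, of which 17 passed the filter. Over CC, 16 of them had a positive log2 fold change in CI, with a median of 2.85, and edgeR called 3 as higher in CI when adjusting over all genes. Adjusted over the list alone, 15 were higher and 1 lower in CI, which is not independent evidence because the study chose the list on these fish. DESeq2 called 14 as higher. Against IC, CI was higher for 4 genes by edgeR, 14 adjusted over the list alone and 14 by DESeq2, and against II for 5, 14 and 14. The mean z score of the list, calculated for each gene over all 16 fish, was 0.921 ± 1.02 (SD, n = 4) in CI, -0.266 ± 0.0596 in CC, -0.346 ± 0.225 in IC and -0.310 ± 0.301 in II. The difference did not pass a two-sided exact permutation test between CI and CC (1.19, p = 0.143), CI and IC (p = 0.0857) or CI and II (p = 0.114), and the Benjamini-Hochberg adjusted values over 7 lists and 6 comparisons were 0.214, 0.189 and 0.2. These tests depended on the fish CI6. Its score was -0.426, while CI1, CI4 and CI5 had 1.97, 0.774 and 1.37, and without CI6 the difference over CC was 1.64 and the exact permutation p was 0.0286 against each other group. Across all named genes, 106 of 157 comparisons with CI that edgeR did not call were called without CI6.

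**Figure D2:**
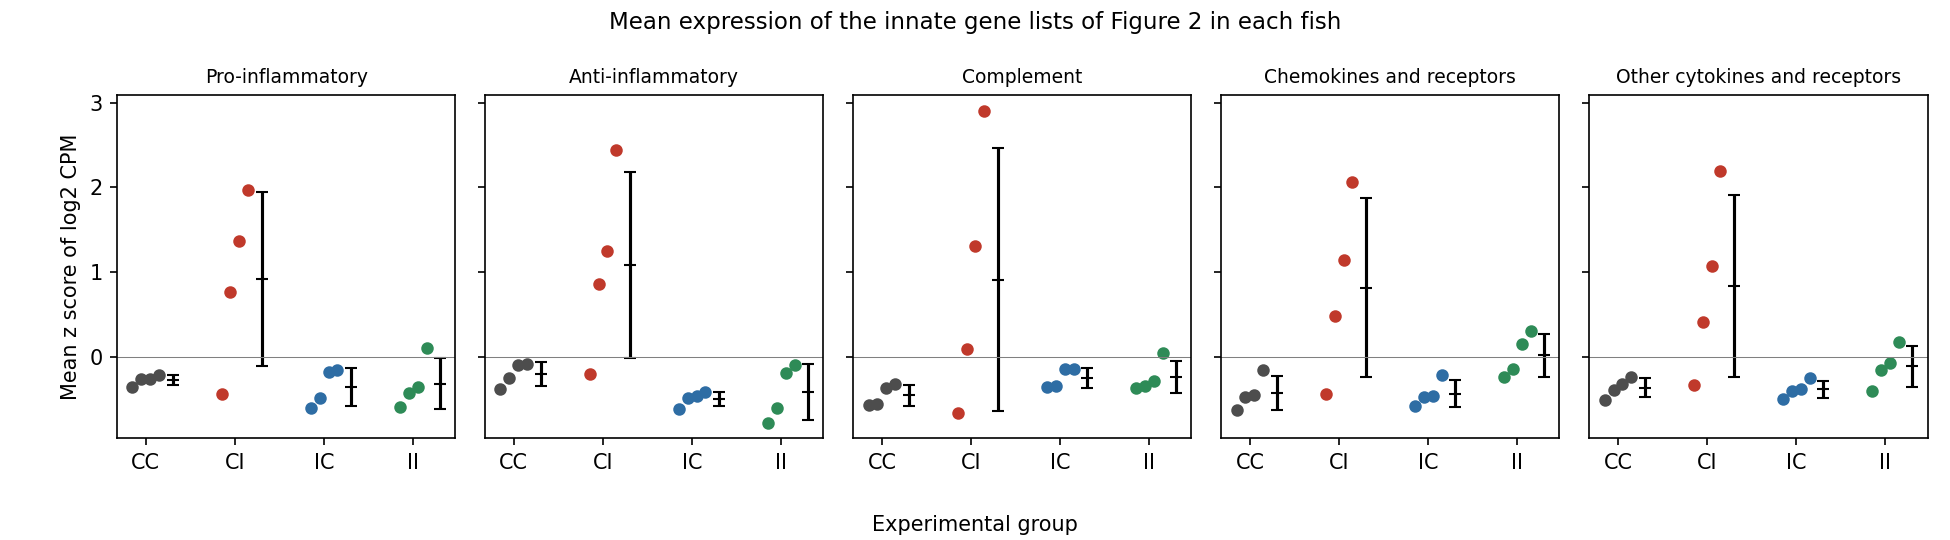
Mean z score of log2 CPM (vertical axis) in each fish (points) of CC, CI, IC and II (horizontal axis) over the gene lists of Figures 2B and 2C, with the mean and SD of each group (bars, n = 4). CI6 lies among the fish of the other groups, or below them in the complement list.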

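NADPH oxidase 1 (*gp91phox*, chromosome 18, 13075064 to 13080819) had 23.1 ± 4.95 CPM (SD, n = 4) in CC, 23.5 ± 9.73 in CI, 13.1 ± 7.69 in IC and 6.26 ± 2.85 in II. No difference was called between CI and CC, with a log2 fold change of 0.02 (SE 0.43, adjusted p = 0.985) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In II over CI the log2 fold change was -1.91 (SE 0.46, adjusted p = 0.0827), which edgeR did not call and DESeq2 did (adjusted p = 0.0022), and DESeq2 also called it as lower in II than in CC. In IC over CI it was called by neither tool. The lysozyme C II-like gene (LOC110523157, chromosome 5, 9303644 to 9306869) had 155 ± 122 CPM in CI and 50.4 ± 3.13 in CC, a log2 fold change of 1.62 (SE 0.45, adjusted p = 0.097) in edgeR's test. For lysozyme C II (*lyz2*, chromosome 5, 9330805 to 9333401) it was 1.27 (SE 0.49, adjusted p = 0.199) by edgeR, and neither tool called it over CC. Of the cathelicidins, LOC100136204 (chromosome 28, 13217997 to 13219450) had 15.2 ± 25.7 CPM in CI and 0.354 ± 0.0772 in CC, and LOC100136187 (chromosome 8, 71704996 to 71706543) 21.3 ± 38.3 and 0.0652 ± 0.0523, so that in CI the SD exceeded the mean for both. Their log2 fold changes were 5.41 (SE 1.43, adjusted p = 0.083) and 8.25 (SE 1.86, adjusted p = 0.0562) by edgeR. The fish CI1 carried most of both means. For LOC100136204, CI1 had 53.4 CPM and the other CI fish between 0.172 and 6.54. For LOC100136187, CI1 had 78.6 CPM and the other CI fish between 0.0573 and 5.69. The hepcidin-like gene LOC100135935 (chromosome 3, 27276905 to 27278371) had a log2 fold change of 6.30 (SE 1.39, adjusted p = 0.0516) in edgeR's test, from 0.0839 ± 0.0969 to 6.77 ± 7.15 CPM. The other hepcidin-like gene (LOC100653444, chromosome 2, 35855203 to 35865269) fell below edgeR's filter, and with DESeq2 its log2 fold change was 6.61 (SE 1.44, adjusted p = 0.000815). Apart from *gp91phox* and *lyz2*, DESeq2 called all of these genes as higher in CI than in CC. When CI6 was left out, edgeR called LOC110523157 with 1.92 (adjusted p = 0.015), LOC100136204 with 5.82 (adjusted p = 0.0206), LOC100136187 with 8.66 (adjusted p = 0.00765) and LOC100135935 with 6.71 (adjusted p = 0.00599), and *lyz2* only against IC and II. LOC100136187 and LOC100135935 were also called over CC without CI4 (adjusted p = 0.0444 and 0.0454 by edgeR).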

Within pro inflammatory mediators, genes up-regulated in the CI group when compared to other groups included those coding for NADPH oxidase 1, lysozyme C, cathelicidins and hepcidin-like peptides. 

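The gene for toll-like receptor 13 (LOC118948631) lies on an unplaced sequence, 118800 to 122863. It had 0.637 ± 0.314 CPM (SD, n = 4) in CC, 0.160 ± 0.0736 in CI, 0.432 ± 0.310 in IC and 0.821 ± 0.657 in II. In II over CI the log2 fold change was 2.33 (SE 0.72, adjusted p = 0.146) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and DESeq2 called it with 2.36 (SE 0.73, adjusted p = 0.0404). Over CC it was 0.37 (SE 0.66, adjusted p = 0.816) in II by edgeR, and neither tool called a difference of II from CC or from IC. The 4 II fish ranged from 0.108 to 1.58 CPM.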

Interestingly, within this group of genes, *tlr13* transcription was differently regulated across groups, with higher mRNA levels in the II group, higher than those reached in the CI groups (**Figure 2B**). The response of genes cataloged as anti-inflammatory was similar to that of the previous group, with most genes being transcribed at significantly higher levels of expression in the CI group when compared to the other groups (**Figure 2B**). This group included genes coding for SOCS3, SOCS1, TNFAIP3, transforming growth factor β (TGF-β), PD-L1-like molecules and the transcription factor MafB (**Figure 2B**). 

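All 12 anti-inflammatory genes of Figure 2B were tested. Over CC, 11 had a positive log2 fold change in CI (median 1.13), of which edgeR called 2, DESeq2 called 6 and 9 passed when adjusted over the list alone, the fish being those on which the study chose the list. Against IC and II all 12 were higher in CI by their log2 fold change, and edgeR called 1 in each comparison, DESeq2 9 against IC and 10 against II, and the adjustment over the list alone 9 and 11. The mean z score of the list was 1.09 ± 1.09 (SD, n = 4) in CI, -0.196 ± 0.142 in CC, -0.487 ± 0.0832 in IC and -0.408 ± 0.326 in II. The two-sided exact permutation test gave p = 0.0857 for CI against CC, 0.0286 against IC and 0.0857 against II, with 0.189, 0.133 and 0.189 after Benjamini-Hochberg adjustment. With the median over the list in place of the mean, the exact permutation p against IC was 0.0571, and it was also 0.0571 without IC2, IC4, IC5 or IC6. Without CI6, whose score was -0.200, the difference was 1.68 over CC and the exact permutation p was 0.0286 against each group.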

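Suppressor of cytokine signaling 3 is annotated at 3 genes. LOC110499415 (chromosome 20, 35819029 to 35826024) had 110.1 ± 67.8 CPM (SD, n = 4) in CI, 18.8 ± 1.92 in CC, 21.4 ± 2.56 in IC and 25.4 ± 7.31 in II, and was higher in CI than in each of them by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with log2 fold changes of 2.55 (SE 0.42, adjusted p = 0.0219) in CI over CC, -2.37 (SE 0.42, adjusted p = 0.0446) in IC over CI and -2.12 (SE 0.41, adjusted p = 0.042) in II over CI. The first of these calls was lost without CC1, CC2, CC4, CC5 or CI5, that against IC without CI1, CI4, CI5, IC2, IC4, IC5 or IC6 and that against II without CI1, CI4, CI5, II1, II2, II3 or II6, edgeR fitted to the groups compared alone made none of them, and voom made only that over CC. The log2 fold change in CI over CC was 1.51 (SE 0.34, adjusted p = 0.057) for LOC110502743 (chromosome 23, 39947484 to 39958097) and 1.68 (SE 0.67, adjusted p = 0.209) for *socs3* (chromosome 13, 62775224 to 62778753) in edgeR's test. DESeq2 called LOC110502743 over CC but not *socs3*, which it called against IC. With no filter, or with a gene length offset (chosen after seeing the data), edgeR called LOC110502743 against IC. The TGF-β gene (LOC100136774, chromosome Y, 31931801 to 31936995) had 15.1 ± 5.51 CPM in CI and 7.12 ± 0.787 in CC, a called difference of 1.09 (SE 0.22, adjusted p = 0.0447) by edgeR that was lost without any of the CC fish and without CI1, CI4 or CI5, as well as with voom and with edgeR fitted to the CC and CI fish alone. Differences of CI from IC and from II were called for TGF-β by neither tool. For *socs1* (unplaced sequence, 1521835 to 1527604) the log2 fold change was 1.02 (SE 0.47, adjusted p = 0.274) in CI over CC by edgeR. DESeq2 did not call it over CC and called it against IC and II. The TNFAIP3-interacting protein 2 gene (LOC110534311, chromosome 10, 54731140 to 54741093) had 1.18 (SE 0.34, adjusted p = 0.103) and the PD-L1 gene (LOC110536971, chromosome 12, 11855774 to 11861283) 2.34 (SE 0.57, adjusted p = 0.0657) by edgeR, and DESeq2 called both as higher in CI than in every other group. With CI6 left out, edgeR called LOC110502743, LOC110534311 and LOC110536971 against all other groups, with log2 fold changes over CC of 1.81 (adjusted p = 0.000662), 1.44 (adjusted p = 0.0104) and 2.68 (adjusted p = 0.00533), *socs1* against IC and II, and *socs3* against IC only.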

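Suppressor of cytokine signaling 5 (LOC110503083, chromosome 23, 15717449 to 15743397) had 8.57 ± 1.23 CPM (SD, n = 4) in CC, 3.53 ± 1.51 in CI, 2.40 ± 1.06 in IC and 1.65 ± 0.315 in II, and every CC fish lay above every fish of the other groups. Over CC, the log2 fold change was -2.37 (SE 0.32, adjusted p = 0.00658) in II and -1.83 (SE 0.31, adjusted p = 0.0233) in IC, both called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In CI it was -1.28 (SE 0.30, adjusted p = 0.0618) in edgeR's test, which was called without CI1 (-1.62, adjusted p = 0.0331), by voom and by DESeq2 (adjusted p = 0.00285). The call in II held with each fish left out in turn, and that in IC was lost without CC1, CC4, IC4, IC5 or IC6.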

Again, there was one exception within this category, since the gene coding for suppressor of cytokine signaling 5 was expressed at significantly higher levels in the control fish (CC) when compared to other groups (**Figure 2B**). 

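The 12 complement genes of Figure 2B all had a higher mean in CI than in CC, with a median log2 fold change of 3.88 and a range from 1.65 to 5.55. DESeq2 called all 12 and all 12 passed when adjusted over the list alone, on the same fish that gave the list, while edgeR called 1 over all genes. All 12 were also lower in IC and in II than in CI, with medians of -3.77 and -3.47. Against both groups edgeR called 0 of them, with DESeq2 calling 9 against IC and 8 against II, and 12 and 12 of the 12 had an unadjusted p below 0.05 in edgeR. The mean z score of the list was 0.915 ± 1.55 (SD, n = 4) in CI, -0.445 ± 0.123 in CC, -0.240 ± 0.119 in IC and -0.230 ± 0.193 in II. Between CI and the other groups the two-sided exact permutation test gave p = 0.143 (CC), 0.286 (IC) and 0.229 (II). The score of CI6 was -0.649, and without it the difference over CC was 1.87 and the exact permutation p was 0.0286 against each group.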

The response of complement components was similar to that of pro-inflammatory and anti-inflammatory factors, with highest expression levels in the CI group (**Figure 2B**). 

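Complement C4B (*c4b*, chromosome 3, 2889071 to 2916355) had 3.12 ± 1.28 CPM (SD, n = 4) in CC and 13.6 ± 10.6 in CI, and its log2 fold change was 2.13 (SE 0.62, adjusted p = 0.107) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. For C7B (*c7b*, chromosome 5, 28431046 to 28435357) the log2 fold change was 3.93 (SE 1.02, adjusted p = 0.0767) and for C6 (*c6*, chromosome Y, 19170068 to 19204571) 1.65 (SE 0.43, adjusted p = 0.0761) in edgeR's test. The C1 genes were 4 complement C1q-like protein 2 genes, of which LOC110538203 (chromosome 12, 70756654 to 70758166) was the only one of the complement genes that edgeR called over CC, with 5.24 (SE 1.08, adjusted p = 0.0456) and 53.9 ± 82.8 CPM in CI against 1.42 ± 0.338 in CC. This call was lost without CC1, CC2, CC4, CC5, CI1 or CI5, with voom and with edgeR fitted to the CC and CI fish alone, and against IC and II the gene was called with no filter and with the gene length offset. The others, LOC110490701, LOC110529346 and LOC118936357, had log2 fold changes of 5.46, 2.95 and 3.76. Of the 5 complement C3-like genes, LOC110489027 (chromosome 2, 37818114 to 37823518) had the highest mean in CI, with 61.1 ± 106 CPM and a log2 fold change of 4.30 (SE 1.06, adjusted p = 0.0684) by edgeR. LOC110489008, LOC110489018, LOC110517348 and LOC118939581 had log2 fold changes of 3.83, 5.55, 2.03 and 5.39. Each C1q-like and C3-like gene belongs to a group of similar genes among which reads could have been divided in the counting. In CI the SD exceeded the mean for 10 of the 12 genes. Among the CI fish, CI1 had the highest level of each of the 12. For *c7b*, CI1 had 345 CPM and the other CI fish between 2.75 and 27.8. For LOC110489027, CI1 had 219 CPM and the other CI fish between 2.64 and 18.9. Without CI1 the list score of CI exceeded that of CC by 1.06 (exact permutation p = 0.171). In the fit without CI6, edgeR called all 12 over CC, *c4b* with 2.50 (adjusted p = 0.0135), *c7b* with 4.33 (adjusted p = 0.011) and *c6* with 1.96 (adjusted p = 0.00468). Without CI4, edgeR also called LOC110489018, LOC110489027 and LOC118939581 over CC (adjusted p = 0.0388, 0.0451 and 0.0444).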

The complement factors differentially regulated included 4B and 7B, C1, C3 and C6 (**Figure 2B**).

We also analyzed in more detail within the DEGs, those coding for chemokines or chemokine receptors or other cytokines and their receptors (**Figure 2C**). 

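Of the 15 genes for chemokines and their receptors in Figure 2C, 14 were tested. In CI over CC, 12 had a positive log2 fold change (median 2.95), and edgeR called 5, DESeq2 13 of the 15 and the adjustment over the list alone, on the fish that gave the list, 12. Against IC edgeR called 3 as higher in CI and DESeq2 12, and against II they called 2 and 8. The mean z score was 0.818 ± 1.05 (SD, n = 4) in CI, -0.419 ± 0.195 in CC, -0.425 ± 0.155 in IC and 0.0248 ± 0.253 in II, with two-sided exact permutation p = 0.0571 against CC, 0.0571 against IC and 0.229 against II, and 0.0286 for each without CI6. CK2 (LOC100135979, chromosome 15, 13722458 to 13725519) had 17.3 ± 15.7 CPM in CI, 2.31 ± 0.675 in CC, 1.44 ± 0.266 in IC and 1.18 ± 0.487 in II. It was higher in CI than in each group by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with log2 fold changes of 2.90 (SE 0.58, adjusted p = 0.0433) over CC, -3.59 (SE 0.60, adjusted p = 0.0446) in IC over CI and -3.87 (SE 0.61, adjusted p = 0.0285) in II over CI. These calls were lost without CC1, CC2, CC4, CC5, CI1 or CI5 against CC, without CI1, CI4, CI5, IC2, IC4, IC5 or IC6 against IC and without CI4, II1, II3 or II6 against II, and all with voom and with edgeR fitted to the groups compared alone. The CXCL8-like gene LOC110538491 (chromosome 12, 77966862 to 77984741) had a log2 fold change of 1.79 (SE 0.50, adjusted p = 0.1) over CC in edgeR's test, CCL19 (LOC110523665, chromosome 5, 35442526 to 35443774) 3.00 (SE 0.74, adjusted p = 0.0687) and CK5B (LOC110536450, chromosome 11, 78485116 to 78487202) 3.19 (SE 0.89, adjusted p = 0.0988). For *ccl19a.1* (chromosome 6, 6719880 to 6741493) it was 4.69 (SE 1.08, adjusted p = 0.057) and for *ccl19a.2* (chromosome 6, 6710894 to 6713091) 3.32 (SE 0.91, adjusted p = 0.0924) by edgeR. *cxcl13* (chromosome 11, 78770058 to 78771454) was below edgeR's filter, and DESeq2 gave 4.04 (SE 0.86, adjusted p = 0.000536), from 0.138 ± 0.111 to 2.26 ± 1.80 CPM. DESeq2 called all of these chemokine genes over CC. When CI6 was left out, edgeR called LOC110538491 with 2.10 (adjusted p = 0.017), LOC110523665 with 3.38 (adjusted p = 0.00968), LOC110536450 with 3.57 (adjusted p = 0.0251), *ccl19a.1* with 5.09 (adjusted p = 0.00727) and *ccl19a.2* with 3.70 (adjusted p = 0.0246). With CI4 left out instead, edgeR called LOC110523665 and *ccl19a.1* (adjusted p = 0.0465 and 0.0428), and with no filter or the gene length offset it called LOC110523665 against IC.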

Among the genes differentially transcribed we found chemokine-coding genes such as *cxcl8* (coding for IL8), *ccl19/ccl19a, cxcl13, ck2 and ck5b* with higher expression levels in the CI group when compared to other groups (**Figure 2C**). Concerning receptors genes such as *ccr5* and *cxcr3* had higher mRNA levels in the II group, whereas *cxcr1* and *ccr8* had higher mRNA levels in the CI group (**Figure 2C**). 

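*cxcr3* (LOC110537643, chromosome 2, 21713005 to 21721635) had 1.18 ± 0.365 CPM (SD, n = 4) in II, 0.696 ± 0.174 in IC, 0.677 ± 0.195 in CC and 0.543 ± 0.115 in CI, with a log2 fold change of 1.12 (SE 0.32, adjusted p = 0.125) in II over CI by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0.80 over CC and 0.76 over IC. DESeq2 called it in II over CI (adjusted p = 0.0359), and neither tool called it over CC or over IC. *cxcr1* (LOC110495453, chromosome 18, 14835394 to 14842885) had 3.64 ± 3.23 CPM in CI and 0.627 ± 0.177 in CC, with a log2 fold change of 2.53 (SE 0.60, adjusted p = 0.0622) by edgeR. DESeq2 called *cxcr1* against all other groups, as did edgeR without CI6, with 2.90 (adjusted p = 0.00271) over CC. *ccr8* (LOC110530382, chromosome 8, 66126013 to 66128501) had 12.6 ± 7.75 CPM in CI and 3.64 ± 0.688 in CC, a called difference of 1.79 (SE 0.34, adjusted p = 0.0412) by edgeR, and -1.85 (SE 0.35, adjusted p = 0.0446) in IC over CI. These calls were lost without CC1, CC2, CC4, CC5, CI1 or CI5 against CC and without CI1, CI4, CI5, IC2, IC4, IC5 or IC6 against IC, and both with voom and with edgeR fitted to the groups compared alone. In II over CI the log2 fold change of *ccr8* was -1.58 (SE 0.34, adjusted p = 0.0611) by edgeR, called without CI6 with -1.86 (adjusted p = 0.00195) and by DESeq2.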

As for other cytokines classes, several genes with antiviral and immunoregulatory functions were also differentially expressed across treatments. 

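Figure 2C lists 23 genes for other cytokines and their receptors, all of which were tested. Over CC, 21 had a positive log2 fold change in CI (median 1.61), with 5 called by edgeR, 17 by DESeq2 and 17 when adjusted over the list alone, from the fish on which the list was chosen. In CI against IC the counts of genes higher in CI were 3, 17 and 17, and in CI against II they were 2, 13 and 16. The mean z score of the list was 0.840 ± 1.07 (SD, n = 4) in CI, -0.357 ± 0.109 in CC, -0.377 ± 0.0989 in IC and -0.106 ± 0.240 in II. The two-sided exact permutation test gave p = 0.0857 for CI against CC, 0.0571 against IC and 0.143 against II. Against IC it gave 0.0286 with the median over the list in place of the mean, and without CI6 the exact permutation p was 0.0286 against every group.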

The CI group showed a strong induction of genes coding for proteins related to interferon (IFN) activity such as IRF8, IFN inducible protein 2 and IFN-induced transmembrane protein 3 (**Figure 2C**). 

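Interferon regulatory factor 8 is annotated at LOC110506608 (chromosome 26, 29926089 to 29937294), with 28.3 ± 17.0 CPM (SD, n = 4) in CI and 10.1 ± 0.751 in CC, and at *irf8* (chromosome 6, 69958081 to 69966024), with 24.3 ± 11.1 in CI and 11.5 ± 2.21 in CC. Their log2 fold changes were 1.49 (SE 0.32, adjusted p = 0.0503) and 1.07 (SE 0.27, adjusted p = 0.0716) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. IFN inducible protein 2 (*iip2*, chromosome 17, 32986676 to 32988014) had 2.10 (SE 0.47, adjusted p = 0.0535) and IFN-induced transmembrane protein 3 (*ifm3*, chromosome 13, 25101524 to 25102652) 2.08 (SE 0.52, adjusted p = 0.0688) in edgeR's test. DESeq2 called all of these over CC. With the filter of at least 1 CPM in 4 fish, with the gene length offset or with rRNA genes left out (both chosen after seeing the data), edgeR called LOC110506608 over CC. Without CI6, edgeR called LOC110506608 with 1.75 (adjusted p = 0.00207), *irf8* with 1.27 (adjusted p = 0.0125), *iip2* with 2.44 (adjusted p = 0.00134) and *ifm3* with 2.35 (adjusted p = 0.0195), and without CI4 it called LOC110506608, *iip2* and *ifm3* (adjusted p = 0.0465, 0.0453 and 0.0388).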

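Interleukin 1β (LOC100136024, chromosome 6, 45904051 to 45907159) had 14.8 ± 22.1 CPM (SD, n = 4) in CI, 1.85 ± 0.439 in CC, 1.49 ± 0.581 in IC and 1.90 ± 0.442 in II, and a log2 fold change of 2.99 (SE 0.75, adjusted p = 0.0713) in CI over CC by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The gene listed as *il-8* (chromosome 13, 45085269 to 45087090) had 2.61 (SE 0.86, adjusted p = 0.144) and *il11* (chromosome 2, 19715574 to 19722525) 2.88 (SE 1.02, adjusted p = 0.167) in edgeR's test, with means in CI of 4.18 and 3.30 CPM that were below their SDs. DESeq2 called all 3 of these in CI over CC. Without CI6, edgeR called IL1β with 3.36 (adjusted p = 0.0141) and *il-8* with 2.99 (adjusted p = 0.0427) over CC, and *il11* against IC only. The interleukin 15 gene *il15l* (chromosome 27, 9867518 to 9903614) had 6.11 ± 2.45 CPM in CI and 4.81 ± 0.562 in CC, a log2 fold change of 0.34 (SE 0.28, adjusted p = 0.564) by edgeR that DESeq2 did not call either. It was called only by DESeq2 and only in II over CI, with -1.06 (SE 0.30, adjusted p = 0.019).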

Different interleukins were also differentially more expressed in the CI group compared to the other groups, including IL1β, IL8, IL11 and IL15 (**Figure 2C**). 

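The interleukin 21 receptor gene (*il21r*, chromosome 13, 39300023 to 39306398) had 16.9 ± 5.87 CPM (SD, n = 4) in CI, 5.13 ± 2.08 in CC, 6.52 ± 0.578 in IC and 9.52 ± 2.35 in II. Its log2 fold change in CI over CC was 1.72 (SE 0.28, adjusted p = 0.0219) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, a call that was lost without CC1, CC2, CC5 or CI5 and with edgeR fitted to the CC and CI fish alone. Without CI6, edgeR also called it against IC and II, and with no filter or the gene length offset against IC. For *il4r2* (chromosome 12, 72328176 to 72332410) the log2 fold change over CC was 1.04 (SE 0.26, adjusted p = 0.0705) and for TNFRSF9 (LOC110492146, chromosome 16, 47358907 to 47364787) 1.61 (SE 0.41, adjusted p = 0.0743) in edgeR's test, and DESeq2 called both. Without CI6 edgeR called them over CC, with 1.25 (adjusted p = 0.00586) and 1.89 (adjusted p = 0.00923). Over CC, the genes for the interleukin 18 receptor 1-like protein (LOC110518831, chromosome 7, 4896563 to 4916538), the IL-10 receptor 1 (*il10r1*, chromosome 24, 4722639 to 4726930) and the IL-13 receptor α2 (LOC100135968, chromosome 10, 45125552 to 45149685) were called by neither tool, with log2 fold changes of 0.83 (SE 0.36, adjusted p = 0.25), 0.87 (SE 0.29, adjusted p = 0.147) and 0.60 (SE 0.44, adjusted p = 0.502) by edgeR. DESeq2 called all of these as higher in CI than in IC and in II. Without CI6, edgeR called *il10r1* over CC with 1.06 (adjusted p = 0.0418) and LOC110518831 against IC and II.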

Cytokine receptors transcriptionally up-regulated in the CI group when compared to other groups included IL-21R, IL-4R, IL18-R, IL10R, TNFRSF9 (tumor necrosis factor receptor superfamily member 9) and IL-13R (**Figure 2C**). Also in this case, some exceptions were identified, with genes significantly up-regulated in the II group compared to the others including those coding for TNFα-induced protein 8-like protein, a TNFRSF10C and Mx3 (**Figure 2C**).

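The TNFα-induced protein 8-like protein 3 gene (LOC110526110, chromosome 6, 81302763 to 81350307) had 7.39 ± 1.97 CPM (SD, n = 4) in II, 7.77 ± 1.13 in IC, 5.65 ± 1.92 in CC and 3.22 ± 1.89 in CI. Its log2 fold change in II was 1.19 (SE 0.38, adjusted p = 0.157) over CI by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.39 over CC and -0.07 over IC. The TNFRSF10C-like gene (LOC110495196, chromosome 17, 80015109 to 80017775) had 2.35 ± 0.650 CPM in II, 1.43 ± 0.369 in IC, 0.998 ± 0.611 in CC and 0.620 ± 0.499 in CI, and log2 fold changes of 1.90 (SE 0.57, adjusted p = 0.133) over CI, 1.23 (SE 0.55, adjusted p = 0.266) over CC and 0.72 (SE 0.55, adjusted p = 1) over IC in edgeR's test. DESeq2 called both genes in II over CI (adjusted p = 0.048 and 0.0239) but not over CC or over IC, and LOC110526110 also in IC over CI. Mx3 (LOC110494493, chromosome 17, 70777452 to 70783111) had 7.65 ± 1.79 CPM in II, 6.49 ± 3.46 in CI, 5.77 ± 2.01 in IC and 2.02 ± 0.116 in CC. Over CC it was called by edgeR in II with 1.92 (SE 0.35, adjusted p = 0.0185) and in CI with 1.69 (SE 0.35, adjusted p = 0.0453), and by DESeq2 also in IC. The call in II was lost without CC1, CC4, CC5, II3 or II6, and that in CI was not followed with fish left out. Its log2 fold change in II was 0.24 (SE 0.33, adjusted p = 0.748) over CI and 0.41 (SE 0.33, adjusted p = 1) over IC by edgeR, called by neither tool.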

Finally, we selected, among the DEGs, those related to the functionality of adaptive cells. Concerning B cell function, DEGs included *igdh1*, multiple IgM variable heavy chain segments, *ight3*, and κ and γ-like light chains, which were all differentially expressed, with higher mRNA levels in the II group when compared to the rest of the groups (**Figure 3**). 

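All 17 B cell genes of Figure 3 were tested, and in II all 17 had a positive log2 fold change over CC (median 2.03), over CI (median 1.94) and over IC (median 1.12). Over CC edgeR called 2 and DESeq2 13, and over CI they called 1 and 15. Over IC edgeR and DESeq2 called 0, with 7 of the 17 at an unadjusted p below 0.05 in edgeR. Adjusted over the list alone, 15 genes passed over CC, 16 over CI and 6 over IC, on the fish that gave the list. The mean z score of the list was 1.03 ± 0.554 (SD, n = 4) in II, 0.146 ± 0.205 in IC, -0.491 ± 0.347 in CC and -0.689 ± 0.464 in CI. Every II fish lay above every fish of the other groups (two-sided exact permutation p = 0.0286 for each pair, 0.133 after Benjamini-Hochberg adjustment), with differences of 1.52 over CC, 1.72 over CI and 0.887 over IC. The exact permutation p against IC rose to 0.0857 without IC4, with a difference of 0.777. An Ig lambda chain C region-like gene (LOC110500018, chromosome 21, 22776646 to 22784445) had 8.90 ± 1.83 CPM in II, 3.87 ± 0.884 in IC, 2.61 ± 1.00 in CI and 2.36 ± 1.11 in CC. It was called in II over CC with a log2 fold change of 1.91 (SE 0.33, adjusted p = 0.0147) and over CI with 1.77 (SE 0.32, adjusted p = 0.0372) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, while over IC it had 1.20 (SE 0.32, adjusted p = 0.898). These calls were lost without CC1, CC4, II3 or II6 over CC and without CI1, CI4, CI5, II1, II3 or II6 over CI, and that over CI also with edgeR fitted to the CI and II fish alone. An Ig kappa-b4 chain C region-like gene (LOC110499919, chromosome 21, 19637776 to 19639710) was called in II over CC with 2.69 (SE 0.61, adjusted p = 0.0488), from 0.286 ± 0.198 to 1.89 ± 1.16 CPM, and was called only while all CC fish, II1, II3 and II6 were in the fit, and neither with no filter nor with edgeR fitted to the CC and II fish alone. Of the 3 heavy chain variable segments on chromosome 12 (LOC118936443, LOC118937760 and LOC110538706) and that on chromosome 13 (LOC110486756), edgeR called none in II over CC, with log2 fold changes of 0.16, 3.05, 3.54 and 3.19, while DESeq2 called all of these but LOC118936443. At mean levels in II between 0.401 and 3.23 CPM, these segments are among similar genes whose reads could have been divided in the counting. Single fish carried much of some of these means. For LOC110538706, II6 had 7.23 CPM and the other II fish between 0.288 and 1.29. For LOC110486756, II3 had 8.98 CPM and the other II fish between 0.294 and 2.96. In II over CC, voom and edgeR fitted to both groups alone called LOC110496824 and LOC110493664, and voom called LOC118937760, LOC110501028 and LOC118936491. Without CI5, edgeR called LOC110493664 and LOC118936491 in II over CI (2.14 and 1.73, adjusted p = 0.0389 and 0.0456), and without CI6 LOC110501028 (2.63, adjusted p = 0.0274).

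**Figure D3:**
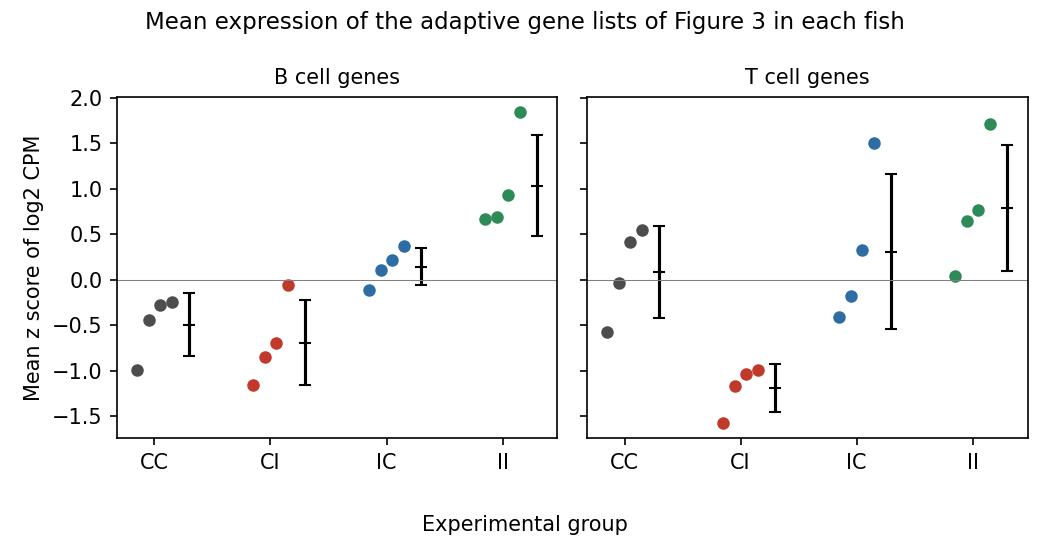
Mean z score of log2 CPM (vertical axis) in each fish (points) of CC, CI, IC and II (horizontal axis) over the 17 B cell genes and the 2 T cell genes of Figure 3, with the mean and SD of each group (bars, n = 4). The II fish have the highest B cell scores, and the CI fish have the lowest T cell scores.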

The genes expressed at significantly higher levels in the II group also included two genes associated with T cell function, namely *tbx21* and *cd28* (**Figure 3**).

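*tbx21* (chromosome 16, 18379524 to 18396021) had 5.15 ± 1.33 CPM (SD, n = 4) in II, 3.88 ± 1.56 in IC, 3.34 ± 0.835 in CC and 2.45 ± 0.415 in CI. Its log2 fold change in II was 1.07 (SE 0.28, adjusted p = 0.102) over CI by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0.63 (SE 0.28, adjusted p = 0.262) over CC and 0.41 (SE 0.28, adjusted p = 1) over IC, and DESeq2 called the first of these alone (adjusted p = 0.0139). *cd28*, listed as *si:dkey-1h24.6* (chromosome 18, 27925782 to 27931338), had 4.03 ± 1.77 CPM in II, 3.82 ± 1.64 in IC, 3.40 ± 0.547 in CC and 1.40 ± 0.0623 in CI. It was called by edgeR in II over CI with 1.52 (SE 0.30, adjusted p = 0.0477), a call that was lost without CI1, CI4, CI5, II1, II2, II3 or II6, with voom and with edgeR fitted to the CI and II fish alone. Over CC and over IC its log2 fold changes in II were 0.25 (SE 0.29, adjusted p = 0.709) and 0.08 (SE 0.29, adjusted p = 1) by edgeR, and DESeq2 called neither. DESeq2 called *cd28* as lower in CI than in each of the other groups. These are the 2 T cell genes of Figure 3, and their mean z score was 0.792 ± 0.690 (SD, n = 4) in II, 0.311 ± 0.854 in IC, 0.0880 ± 0.508 in CC and -1.19 ± 0.265 in CI. The score of II did not differ from that of CC or IC (two-sided exact permutation p = 0.143 and 0.4), and that of CI was below those of CC, IC and II (exact permutation p = 0.0286 for each, 0.133 after Benjamini-Hochberg adjustment).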

### 3.2 IgM and IgT VDJ rearrangements in the gills

To characterize how a primary and a secondary infection with a bacterial pathogen affected the mucosal BCR diversity in gills, an Ig repertoire analysis was performed in the four individuals from the different groups that had been selected for the RNAseq analysis. 

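Figure 3 labels a pair of heavy chain constant genes IGHD1 and IGHT3, and the product names in Supplementary Table 2 do not tell which identifier carries which label. The paper describes IgD as high in CC as well as in II, and of the pair only LOC110486750 had this pattern. LOC110486750 (chromosome 13, 51680859 to 51684756), named there as an immunoglobulin heavy constant gamma 4-like gene, had 1.11 ± 0.404 CPM (SD, n = 4) in II, 0.779 ± 0.346 in CC, 0.704 ± 0.166 in IC and 0.207 ± 0.127 in CI. Its log2 fold change in II was 0.50 (SE 0.48, adjusted p = 0.632) over CC and 2.40 (SE 0.53, adjusted p = 0.0627) over CI by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. DESeq2 called it as lower in CI than in CC, IC and II, and edgeR called it in II over CI without CI6 (2.52, adjusted p = 0.0409). LOC110486747 (chromosome 13, 51988333 to 51993916), named as an Ig mu chain C region membrane-bound form-like gene, had 10.0 ± 6.17 CPM in II, 3.70 ± 1.77 in IC, 2.69 ± 0.873 in CI and 2.05 ± 1.20 in CC. In II its log2 fold change was 2.29 (SE 0.52, adjusted p = 0.0517) over CC, 1.90 (SE 0.51, adjusted p = 0.11) over CI and 1.44 (SE 0.51, adjusted p = 0.934) over IC in edgeR's test. The call over CC was made by DESeq2, by voom, with the filter of at least 1 CPM in 4 fish, with rRNA genes left out (chosen after seeing the data) and without II2 (2.50, adjusted p = 0.0398). Over CI only DESeq2 made it, and over IC none of the tools did.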

We focused on IgM and IgT isotypes because IgD transcripts did not appear specifically regulated in the II group in the RNAseq analysis. Sequences were first grouped into unique JSTs, defined as a V_H_DJ_H_ rearrangement and their associated CDR3 amino acid sequence. Substantial differences in the number of unique JST were observed among groups (**Figure 4A**). For both IgM and IgT isotypes, the highest number of unique JSTs was detected in the re-infected group (II). In the case of IgM, the number of unique JSTs in the II group was significantly higher than that of the control (CC) and the CI groups (**Figure 4A**). In the case of IgT, the II group showed a significantly higher number of unique JST than the CI and IC groups (**Figure 4A**).

**Figure 4:**
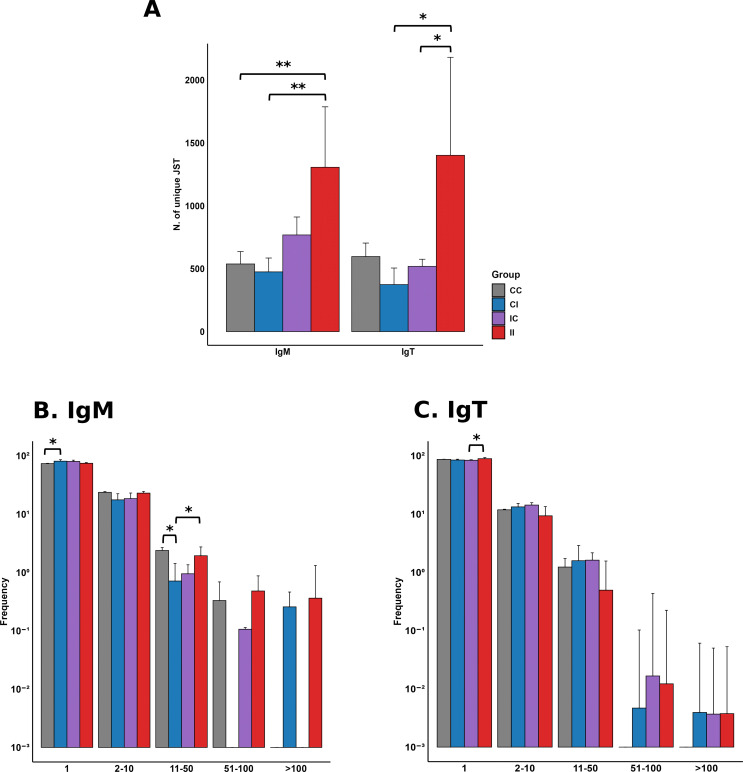
JST distribution of Ig genes in the gills in the different experimental groups. IgM and IgT sequences were grouped by unique junction sequence types (JSTs). Each unique JST is defined as V_H_DJ_H_ rearrangement together with a specific CDR3 amino acid sequence. **(A)** Bar plot showing the number of unique JST junctions split by IgH chain (mean + SD, n = 4). **(B, C)** Grouped clonal size distribution for IgM **(B)** and IgT **(C)** across the different groups. Bar charts show the relative frequency of JSTs observed n times in each group (mean + SD, n = 4). Significance between means was stablished at *p* value < 0.05, indicating in some cases different degrees of significance (*p ≤ 0.05 and **p ≤ 0.01).

To get an indication of how many expanded IgM^+^ and IgT^+^ B cells clones were in the gills of the different individuals, the clonal size distribution of IgM and IgT JSTs was then analyzed (**Figure 4B, C**). It is generally accepted that JSTs detected less than 3–5 times in a given tissue correspond to non-expanded antigen-naive B cells, whereas JSTs detected more times reflect expanded antigen-experienced B cell clones, including antibody-secreting cells (35). In the case of IgM, the number of JSTs only found one time was slightly higher in the CI group when compared to the CC group (**Figure 4B**). Some significant differences in the frequencies of sequences repeated 11 to 50 times were also observed, being higher in the CC group when compared to the CI, and higher in the II group when compared to CI (**Figure 4B**). Although the frequency of sequences repeated more than 100 times was higher in the CI and II groups, the mean value was not significantly different than other groups due to a very high individual variability (**Figure 4B**). In the case of IgT, the only significant difference among groups was in the number of sequences present only once, being significantly higher in the II group when compared to the CI group (**Figure 4C**). Although the sequences repeated more than 51 times where higher in the CI, IC and II groups than in the CC, the differences were not significant, again due to high individual variability (**Figure 4C**).

We also analyzed the IgH V_H_DJ_H_ family usage for IgM and IgT. Overall, V_H_ gene usage was similar for both isotypes and across the different experimental groups with small non-significant variations (**Figure 5A**). IgM and IgT showed a preferential usage of IGHV1, IGHV6 and IGHV11 (**Figure 5A**). Some significant differences were found among groups in the case of IGHV11 usage for both IgM and IgT, with percentages in the IC significantly higher than those of the CI group (for IgM) and higher than those of the CI and the II groups for IgT (**Figure 5A**).

**Figure 5:**
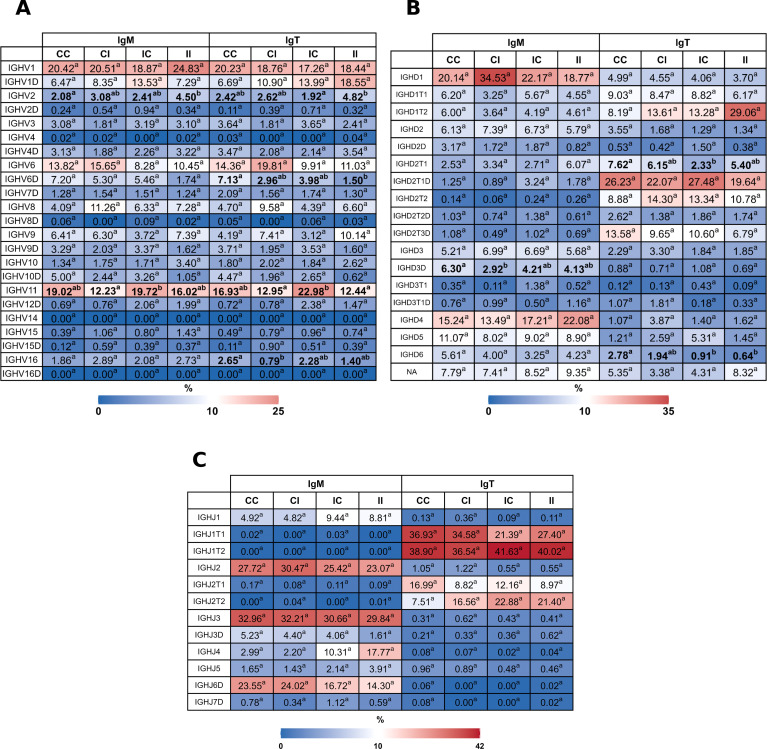
IgM and IgT V_H_DJ_H_ configuration in the gills within the different experimental groups. **(A–C)** Heatmap representations of usage of differential germline **(A)** V_H_, **(B)** D and **(C) ** J_H_ genes. Values represent the relative frequency of use of each gene per IgH chain. Higher values are shown in red, lower values are shown in blue. Different lowercase letters indicate significant differences among groups (*p* ≤ 0.05). These results are highlighted in bold.

As expected, given that IgT has its own D segments, the use of D segments differed for IgM and IgT (**Figure 5B**). In this case, IgM preferentially used IGHD1 followed by IGHD4 and IGHD5, which are segments close to the IgM/D constant regions (**Figure 5B**). However, no significant differences were found in the usage of these and other segments across experimental groups, with one exception (**Figure 5B**). Hence, the usage of the IGHD3D segment was significantly lower in the CI group than in the CC group (**Figure 5B**). In contrast, IgT preferentially used D segments closely associated with the IgT constant regions, including IGHD2T1D, IGHD2T2, IGHD1T2 and IGHD2T3D (**Figure 5B**). Although only a few significant differences were found in the percentage of usage across groups, the II group showed a higher usage of IGHD1T2 compared to that of other groups, albeit with large individual variability (~29.06%) (**Figure 5B**). Although further away from IgT constant sequences, some of the sequences detected in the gills contained segment IGHD6 and, in this case, its use was significantly reduced in the IC and II groups when compared to the CC group (**Figure 5B**).

As occurs with the D segment, IgM preferentially used J_H_ segments close to the IgM/D constant regions and IgT those closer to its constant regions (**Figure 5C**). Hence, IgM preferentially used IGHJ3, followed by IGHJ2 and IGHJ6D (**Figure 5C**). However, no significant differences in segment usage were detected across groups (**Figure 5C**). In the case of IgT, IGHJ1T2 was the most J_H_ segment used, followed by IGHJ1T1, IGHJ2T2 and IGHJ2T1. Consistently, no statistical differences were detected in J_H_ segment usage among groups for IgT (**Figure 5C**).

### 3.3 CDR3 spectrotyping of IgM and IgT sequences in gills

Because the length of the CDR3 region within the Ig variable region is altered throughout the differentiation process (36, 37), to further investigate whether IgM and IgT had experienced clonal selection in the different experimental groups, a spectratyping analysis of the CDR3 regions of the BCR was conducted. The aim was to evaluate the normality in the distribution of the frequency of the CDR3 regions length across groups, taking into account that a normal distribution of lengths indicates a non-disturbed naïve population, whereas deviations from normality indicates that there is clonal selection to some degree (36, 37). In the case of IgM (**Figure 6A**), the distributions of frequencies presented similar overall patterns across groups with none of them following a normal distribution. In every group and every individual fish, the most frequent CDR3 length was approximately 10 amino acids. As observed for IgM, IgT frequency distributions presented similar patterns across the groups and also deviated from a normal distribution (**Figure 6B**). In this case, the size of the CDR3 segments was slightly higher (**Figure 6B**). No significant differences were found in the distribution of CDR3 length frequencies among groups for either isotype.

**Figure 6:**
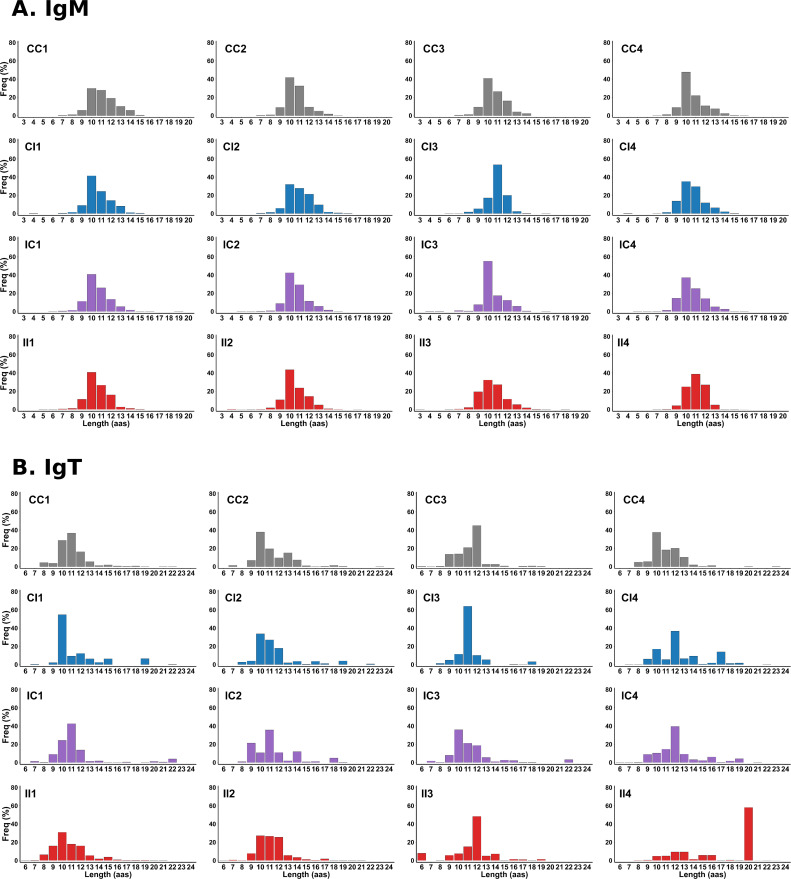
CDR3 length distribution of IgM and IgT repertoires in gill tissue across experimental groups. CDR3 spectrotyping of IgM **(A)** and IgT **(B)** repertoires in the gills in the different experimental groups. Bar plots show the relative frequency of each CDR3 length. Data distribution was evaluated using the Shapiro-Wilk test, determining that all graphs follow a non-normal distribution.

### 3.4 *L. petauri*-specific IgM production

To further investigate the secondary IgM responses of gill leukocytes, we determined the number of cells secreting total and *L. petauri*-specific IgM in gill leukocytes obtained from the different experimental groups. We found that, although no significant differences were detected in the number of total IgM-secreting cells, the number of specific IgM-secreting cells was significantly increased in the re-infected group (II) compared to the control group (CC) (**Figure 7A**; **Supplementary Figure 1**).

**Figure 7:**
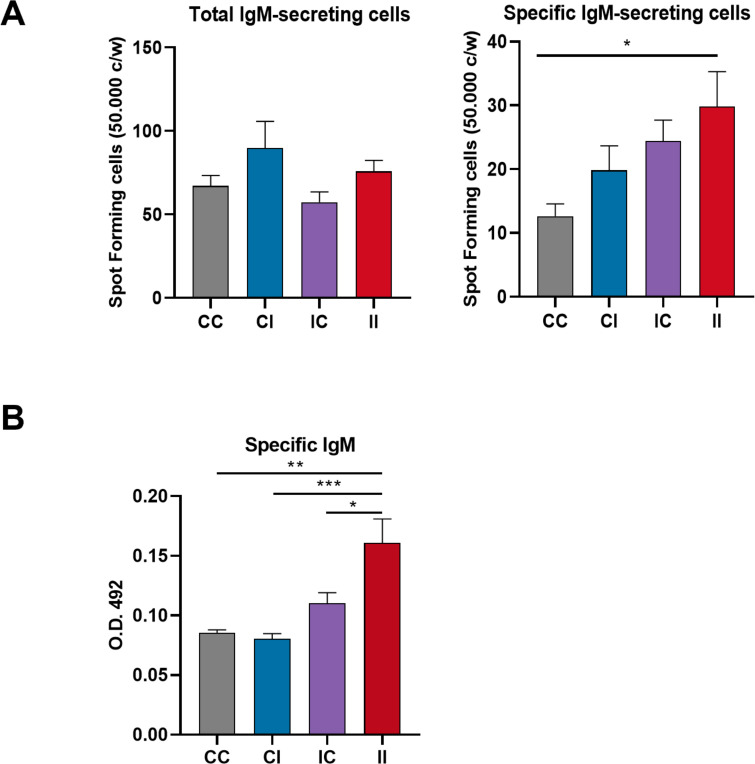
IgM secretion in the different experimental groups. Gill leukocytes were isolated from the sampled fish in each group and the number of cells secreting total or *L. petauri*-specific IgM among these populations determined by ELISpot, following the protocol described in the Materials and methods section **(A)**. The titers of *L. petauri*-specific IgM were also determined by ELISA in serum samples from the different experimental groups **(B)**. ELISA results are shown as mean absorbance values at 492 nm + SEM (n = 6), whereas ELISpot results constitute the number of cells secreting total or *L. petauri*-specific IgM per 5 × 10^4^ cells + SEM (n = 6). Asterisks denote significantly different values among groups as indicated (*p < 0.05, **p < 0.01 and ***p < 0.005).

To confirm whether this specific secondary response was also taking place at systemic level, we also determined the levels of *L. petauri*-specific IgM in serum. In this case, specific IgM levels were significantly elevated in re-infected fish (II) compared to CC, CI and IC groups (**Figure 7B**).

## 4 Discussion

Although teleost fish are capable of mounting both innate and adaptive immune responses to antigen exposure, being this the basis of vaccination, whether secondary immune responses take place in fish in a similar way as in mammals is still a matter of debate. In mammals, when the immunized individuals see an antigen for the second time, the immune response elicited is much faster and stronger than the initial one, thanks to the presence of memory B and T cells (38). In fish, there is little research regarding the functionality of T cells and for this reason the presence of memory T cell responses has never been demonstrated in any fish species (39). For B cell responses, although the presence of cells with a memory-like profile has been reported in some species (40), and in some experiments slightly increased antibody responses are seen after re-stimulation (41, 42), there are plenty of examples in which this increased secondary is not clearly visualized (43–45). Furthermore, whether B cell memory responses are mediated by long-lived plasma cells that become re-activated, or whether it is a dedicated independent B cell population with a phenotype similar to mammalian memory B cells, is not fully resolved in fish yet (42), partly due to the high heterogeneity of memory B cell subsets also observed in mammals (46).

To better understand secondary responses in fish, some studies have investigated the transcriptional response of vaccinated animals upon a posterior challenge. In this sense, our group performed many years ago a study in which rainbow trout DNA vaccinated against viral hemorrhagic septicemia virus (VHSV) were posteriorly challenged with the live virus (47). The levels of transcription of a selection of immune genes were then analyzed in head kidney, spleen and blood by PCR. Surprisingly, most of the genes that seemed up-regulated in the vaccinated and challenged group to higher levels than those of the non-vaccinated and challenged group were genes associated with innate responses such as those coding for IL1β, type I IFN or Mx (47). These results have been supported by a very recent study from our group, in which we determined the transcriptional response of leukocytes obtained from VHSV DNA vaccinated trout when they were exposed *in vitro* to the virus. In this case, the results demonstrated that leukocytes from vaccinated fish had a superior capacity to produce innate antiviral cytokines in response to the virus, and also had higher transcription levels of *mda5*, a gene that encodes a virus-sensing innate receptor (48). Although both studies seem to question the organization of a true secondary immune response in DNA vaccinated fish, a similar study conducted by Pereiro and collaborators in turbot (*Scophthalmus maximus*) used RNAseq to determine the transcriptional response of head kidney in VHSV DNA vaccinated fish upon viral challenge, demonstrating a profile coherent with a classical secondary immune response (49). Specifically, they determined that the vaccinated animals had a profile consistent with activation of acquired immunity when challenged with the virus, absent in non-vaccinated animals that were more inclined to pro-inflammatory responses (49). However, this type of studies have never been undertaken in a teleost mucosal tissue. Thus, to date, among the many unknowns of how mucosal immune responses are orchestrated in fish, is whether memory responses are locally organized.

Our first approach was to use RNAseq to decipher the transcriptomic profile of the gills in fish exposed to the bacteria (*L. petauri*) twice, only one (at different times) or never at all. We decided to sample the fish at day 4 post-infection since this was a time point at which we had the highest transcriptional responses in the rainbow trout gills when bath infected with another bacterial pathogen (23). Although the kinetics and the effects of the different pathogens could be different, we decided, based on this, that day 4 was an adequate time point to detect early responses, but give the host enough time to mount a robust immune response. At this point, strong transcriptional effects were also found in the gills in response to a primary *L. petauri* infection. The genes that were significantly up-regulated in response to the bacteria when compared to non-infected fish included a wide range of factors involved in the regulation of inflammation, the complement system, as well as many cytokines/chemokines and their receptors. However, at this point, no genes directly related to adaptive immunity were significantly up-regulated by the primary infection when compared to controls. This pro-inflammatory response was not observed in the IC group that was exclusively exposed to *L. petauri* in the first infection step (34 days before sampling), indicating that the transcriptional effects of the bacteria on the gills are not maintained for such long periods. 

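In CI over CC, 6 of the 17 B cell genes of Figure 3 had a positive and 11 a negative log2 fold change (median -0.09, range -2.11 to 0.98). None was called by edgeR in either direction, with 2 of the 17 at an unadjusted p below 0.05, and DESeq2 called 0 as higher and 1 as lower. Adjusted over the list alone, 0 were higher and 2 lower. The B cell score of CI differed from that of CC by -0.199 (two-sided exact permutation p = 0.514). Neither T cell gene was higher in CI than in CC, where the T cell score fell by 1.28. Over all 69 tested genes annotated as antigen receptor C regions or V segments, the median log2 fold change in CI over CC was -0.13, with 29 of 69 positive (limma's camera, adjusted p = 0.270).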

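In IC over CC, edgeR called none of the 17 pro-inflammatory genes, 12 complement genes, 14 chemokine genes and 23 other cytokine genes and called 1 of 12 anti-inflammatory genes, the gene for suppressor of cytokine signaling 5, as lower. By edgeR, an unadjusted p below 0.05 was seen for 4 of these 78 genes, and DESeq2 called 1 pro-inflammatory and 1 other cytokine gene as higher and 1 anti-inflammatory gene as lower. The median log2 fold changes were -0.08, -0.14, 0.19, -0.05 and -0.14 in the pro-inflammatory, anti-inflammatory, complement, chemokine and other cytokine lists. The list scores of IC differed from those of CC by -0.0799, -0.291, 0.205, -0.00628 and -0.0198, with two-sided exact permutation p = 0.514, 0.0286, 0.114, 0.886 and 0.771. After Benjamini-Hochberg adjustment, the exact permutation p of the anti-inflammatory list was 0.133.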

Interestingly, the secondary response to the bacteria in the II group was quite different from that of the CI group. In this case, a short-term exposure to the bacteria in fish that had previously survived the infection did not involve the up-regulation of the innate factors induced in the primary infection. In contrast and despite having sampled at an early time point post-infection, a wide range on genes related to adaptive immunity were up-regulated in the II group. Two of these genes are related to T cell activity (*tbox21* and *cd28*) but many correspond to different Ig chains, including light chains (kappa and lambda) or different heavy chains (IgM and IgT). 

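In II over IC, the mock-infected group with the same first infection, edgeR and DESeq2 called 0 genes of the pro-inflammatory, anti-inflammatory, complement, chemokine and other cytokine lists, of which 4 of 78 had an unadjusted p below 0.05 in edgeR. The list scores of II differed from those of IC by 0.0353, 0.0785, 0.00969, 0.450 and 0.270, with two-sided exact permutation p = 0.857, 0.629, 0.943, 0.0571 and 0.114. Over CC, edgeR called 1 of these genes as higher in II, Mx3, and 1 as lower, the gene for suppressor of cytokine signaling 5, and DESeq2 called 4 as higher and 2 as lower. By edgeR, 15 of the 78 had an unadjusted p below 0.05 over CC. The list scores of II differed from those of CC by -0.0445, -0.212, 0.215, 0.443 and 0.250. The two-sided exact permutation p was 0.771, 0.314, 0.114, 0.0571 and 0.114. The difference between the responses was tested as (II minus IC) minus (CI minus CC). It was -1.15 for the pro-inflammatory score, -1.21 for the anti-inflammatory, -1.35 for the complement, -0.787 for the chemokine and -0.926 for the other cytokine score. Over the 4900 arrangements of the labels within each first-infection group, the two-sided permutation p was 0.0996, 0.0976, 0.124, 0.308 and 0.208, with 0.174, 0.174, 0.174, 0.308 and 0.242 after Benjamini-Hochberg adjustment over 7 lists. Gene by gene, edgeR called 0 genes in this interaction, where 3355 had an unadjusted p below 0.05, and DESeq2 called 126, of which 40 were higher. Voom called 4. Without CI6, edgeR called 83 and DESeq2 505, while edgeR called 2 without IC4 and 1 without CC4, IC2, IC6 or II1, and DESeq2 called 74 without CC4, 68 without IC6 and 71 without II1.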

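The antigen receptor genes were also taken as a set from the reference annotation, without regard to Figure 3. This set was added after the files had been seen, and it includes genes that Figure 3 shows. Of 69 tested genes annotated as C regions or V segments, 56 had a higher mean in II than in CC (median log2 fold change 0.90), 57 in II than in CI (median 1.33) and 53 in II than in IC (median 0.64). With limma's camera at a preset correlation of 0.01, the adjusted p was 3.67e-10 over CC, 6.4e-14 over CI and 3.01e-08 over IC. Under limma's fry, which takes account of the correlation between genes, the calls over CC (adjusted p = 0.00969) and CI (adjusted p = 0.0045) held and that over IC did not (adjusted p = 0.0849). The same was found for the 54 of these genes that Figure 3 does not show, with limma's fry at an adjusted p = 0.0356 over CC, 0.0175 over CI and 0.189 over IC. In IC over CC, without a second infection, 51 of the 69 genes were higher (median 0.51), at an adjusted p = 0.000618 by limma's camera and 0.153 by limma's fry, and the B cell score of Figure 3 was higher by 0.637 (two-sided exact permutation p = 0.0286, 0.133 after Benjamini-Hochberg adjustment). Between the responses, the difference (II minus IC) minus (CI minus CC) was 1.09 for the B cell score and 1.76 for the T cell score (two-sided permutation p = 0.0233 and 0.0204, and 0.0814 for both after Benjamini-Hochberg adjustment over 7 lists). The second of these rests on the low T cell score of CI as well as on II. The study chose the gene lists of its figures on these fish, so the interactions of list scores are not independent evidence. From higher mRNA levels of Ig and T cell genes in II, beside innate genes that were not up-regulated there, the paper proposes a local memory response in which local lymphoid cells, B cells above all, are better prepared to react to the bacteria after an earlier exposure.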

The IgD chain seemed up-regulated in this II group but was also high in the CC group, therefore, in this case, IgD mRNA levels were not distinctively higher in the secondary infection. These results are coherent with a local memory response in which local lymphoid cells (especially B cells) seem better prepared to react to the bacteria locally, once they have been previously exposed to it. As a result, such a strong pro-inflammatory reaction as the one triggered in primary infections, does not seem necessary. Whether this is a result of systemic secondary responses organized in tissues such as spleen having a remote effect on the gills, cannot be completely ruled out, but they could also imply the presence of a local memory B (and maybe T) cell subset that stays in the mucosa and is reactivated upon re-infection. The presence of memory B cells in mucosal surfaces in mammals is well-known (38, 46), therefore it could be possible that this was the case also in fish.

Remarkably, two chemokine receptors (CCR5 and CXCR3) and one TLR (TLR13) followed a different pattern of transcription in the experimental groups than those of the other genes associated with an inflammatory or a cytokine response. The genes coding for these three proteins were expressed at significantly higher levels in the II group when compared to other groups. Both CCR5 and CXCR3 are key receptors responsible for the recruitment of T cells (50), with CXCR3 being more broadly expressed across T cell subsets (51) and CCR5 being preferentially expressed in Treg cells (52) and also in memory CD8^+^ T cells (53). Therefore, future studies aimed at investigating the role of CCR5 in secondary mucosal infections could provide us with interesting information regarding how T cells are regulated during this process and which T cell subsets are preferentially involved. TLR13, on the other hand, is a receptor expressed by innate immune cells in mice (but not in human) that specifically recognizes a conserved bacterial 23S ribosomal RNA sequence (54). The specific role of this receptor during secondary mucosal responses in fish also seems worthy of future investigations.

Given that both IgM and IgT transcripts were significantly up-regulated during the secondary response of the gills to *L. petauri*, our next step was to perform an extensive repertoire analysis of both isoforms. We thus found that not only the total number of IgM and IgT transcripts were higher in the II group (as determined in the RNAseq analysis), but also that of unique JSTs (unique transcript sequences). This, together with the fact that the number of sequences repeated more than 51 times was highly variable and not significantly different among groups, points to the secondary infection provoking an increased clonal diversity in the gills. The fact that very few specific V, D, J segments are differentially expanded across experimental groups further supports this hypothesis. The CDR3 spectrotyping analysis also pointed in this direction, since no clonal selection significantly different of that already present in control fish was evident in any of the infected groups. A previous study in which we compared the BCR repertoires in different tissues of unhandled rainbow trout had demonstrated that while the spleen CDR3 spectrotyping presents a clonal distribution, the profile in mucosal tissues is non-clonal, even in the absence of a specific challenge, probably due to selection mechanisms that normally take place in mucosal surfaces (17). In that same paper, the number of sequences repeated more than 10 times was higher in gills than in the spleen for both IgM and IgT (17), result that suggested that the gills contained a higher number of cells that had already started a differentiation towards antibody secreting cells (ASCs) and, therefore, produced more copies of one specific sequence. This was later confirmed by flow cytometry and ELISpot for IgM-secreting ASCs (9). Therefore, although teleost fish have been shown to be capable of undergoing clonal selection for both IgM and IgT in response to some antigens in systemic tissues (35), it seems that the nature of the B cell population in the gills that seems already antigen-experienced could be preventing this clonal selection from happening. Whether this is specific for *L. petauri* or occurs with other pathogens should nonetheless be investigated.

One of the limitations of our study is that although the sampling point (4 days after the second infection) seemed optimal for the RNAseq analysis, one might argue that it is too early to see changes in the BCR repertoire. Being this true and despite not having samples obtained at a later time point available from this experiment, it should be noted that at this time point we could detect an increased number of cells secreting *L. petauri*-specific IgM in gill leukocyte cultures and also higher *L. petauri*-specific IgM titers in serum from the II group. Therefore, if these increased titers would had been a result of clonal selection, we should have detected these changes in the BCR repertoires. Also, if gill B cells responded to *L. petauri* infection with clonal selection, we should have already seen some changes at repertoire level at least in the IC group (which was sampled 34 days after the bacterial exposure).

In the current study, we have sampled the gills to include both the lamellae and the ILT, however it would be interesting in the future to study secondary immune responses making a distinction between these two areas. To date, the precise role of the ILT is yet undefined, as studies have ruled out it being a primary immune tissue or having any connection to the thymus (55). Furthermore, its functionality as a secondary immune tissue is also doubted, mainly because, to date, no antigen-sampling capacities have been described for cells in the ILT in contrast to the rest of the gills (21, 56). Furthermore, antigen-exposure did not generate visible changes in Ig transcripts in this area or an expansion of the ILT (14), while decreases in size in response to bacterial challenge have been reported (57). Therefore, studying the precise response of this immune structure to a secondary pathogen exposure could be helpful to better clarify its immune role.

In conclusion, we have demonstrated that the gills respond differently to a primary than to a secondary exposure with a bacterial pathogen, revealing for the first time the presence of a mucosal secondary immune response. While the primary response of the gill is characterized by a pro-inflammatory response that involved the up-regulation of transcription levels of a wide range of chemokines, cytokines, their receptors, complement factors and other inflammation-related genes, the secondary response is characterized by an up-regulation of *ccr5*, *cxcr3*, *tlr13* and genes related to adaptive immunity, especially Ig chains. Within these Ig chains, both IgT and IgM seemed to play a similar role in terms of transcript levels and unique JSTs. Thus, although the trout gill response to other pathogens such as *Flavobacterium columnare* (22) or the parasite *Ichthyophthirius multifiliis* (12) revealed a preferential IgT response, in our study both Igs seem equally involved in the response to *L. petauri*. Although IgD is highly expressed in the gills of rainbow trout and Atlantic salmon, both of which contain an elevated number of IgD^+^IgM^-^ B cells (14, 16, 17), no regulation of IgD transcription was detected in response to *L. petauri*. In the case of both IgM and IgT, the BCR repertoire analysis performed indicated that the response was consistent with a clonal expansion of both types of Igs and, therefore, of both B cell lineages, but without evidence of clonal selection. The results presented demonstrated that local secondary responses are present in the gills upon re-infection, yet whether this is due to responses organized in remote tissues such as the spleen, or is a result of memory B and T cell populations retained in the mucosa should be further investigated. These studies are essential to understand how vaccines administered through mucosal routes in fish confer protection.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?&acc=GSE328875) under the GEO accession number GSE328875. The code for the bioproject is PRJNA1456916.

# Supplementary material for: Transcriptomic profiling and IgM and IgT repertoire dynamics in rainbow trout gills following primary and secondary challenge with Lactococcus petauri
**Source:** Front Immunol. 2026 Jun 16;17:1863531. doi: 10.3389/fimmu.2026.1863531
**Supplement:** Supplementary file 1

## Slide 1
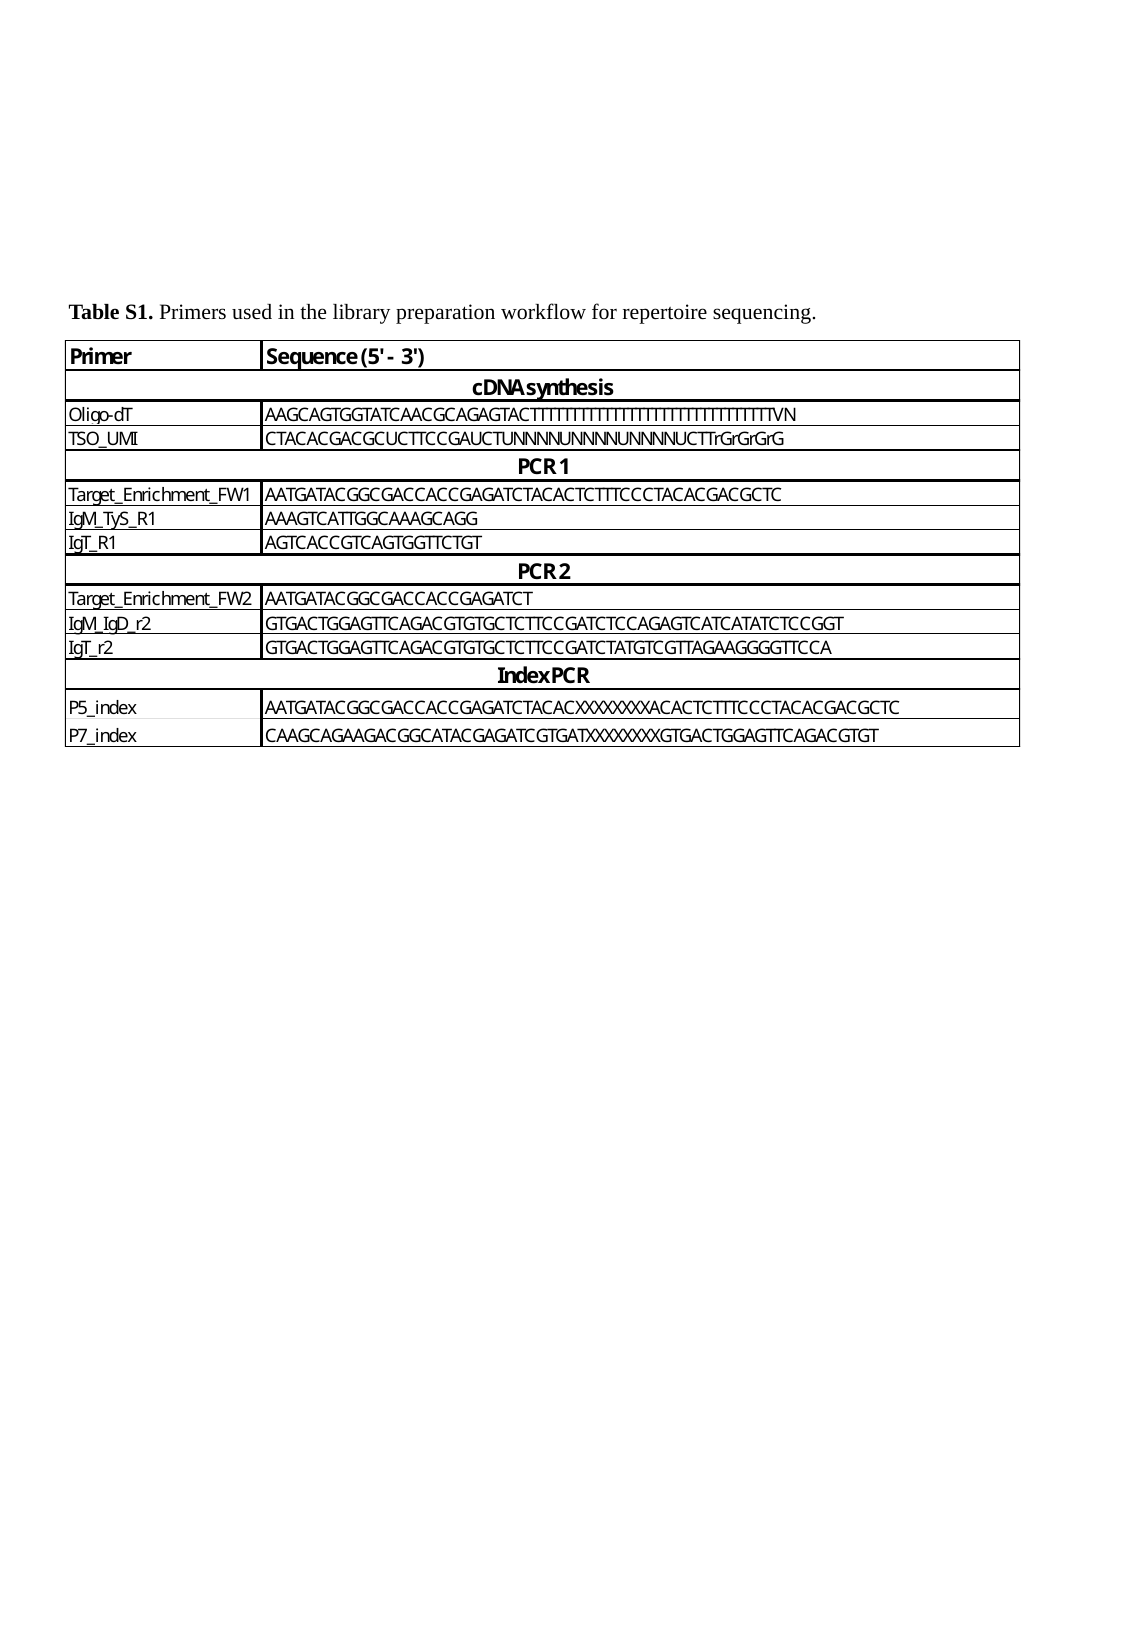

Table S1. Primers used in the library preparation workflow for repertoire sequencing.

## Slide 2
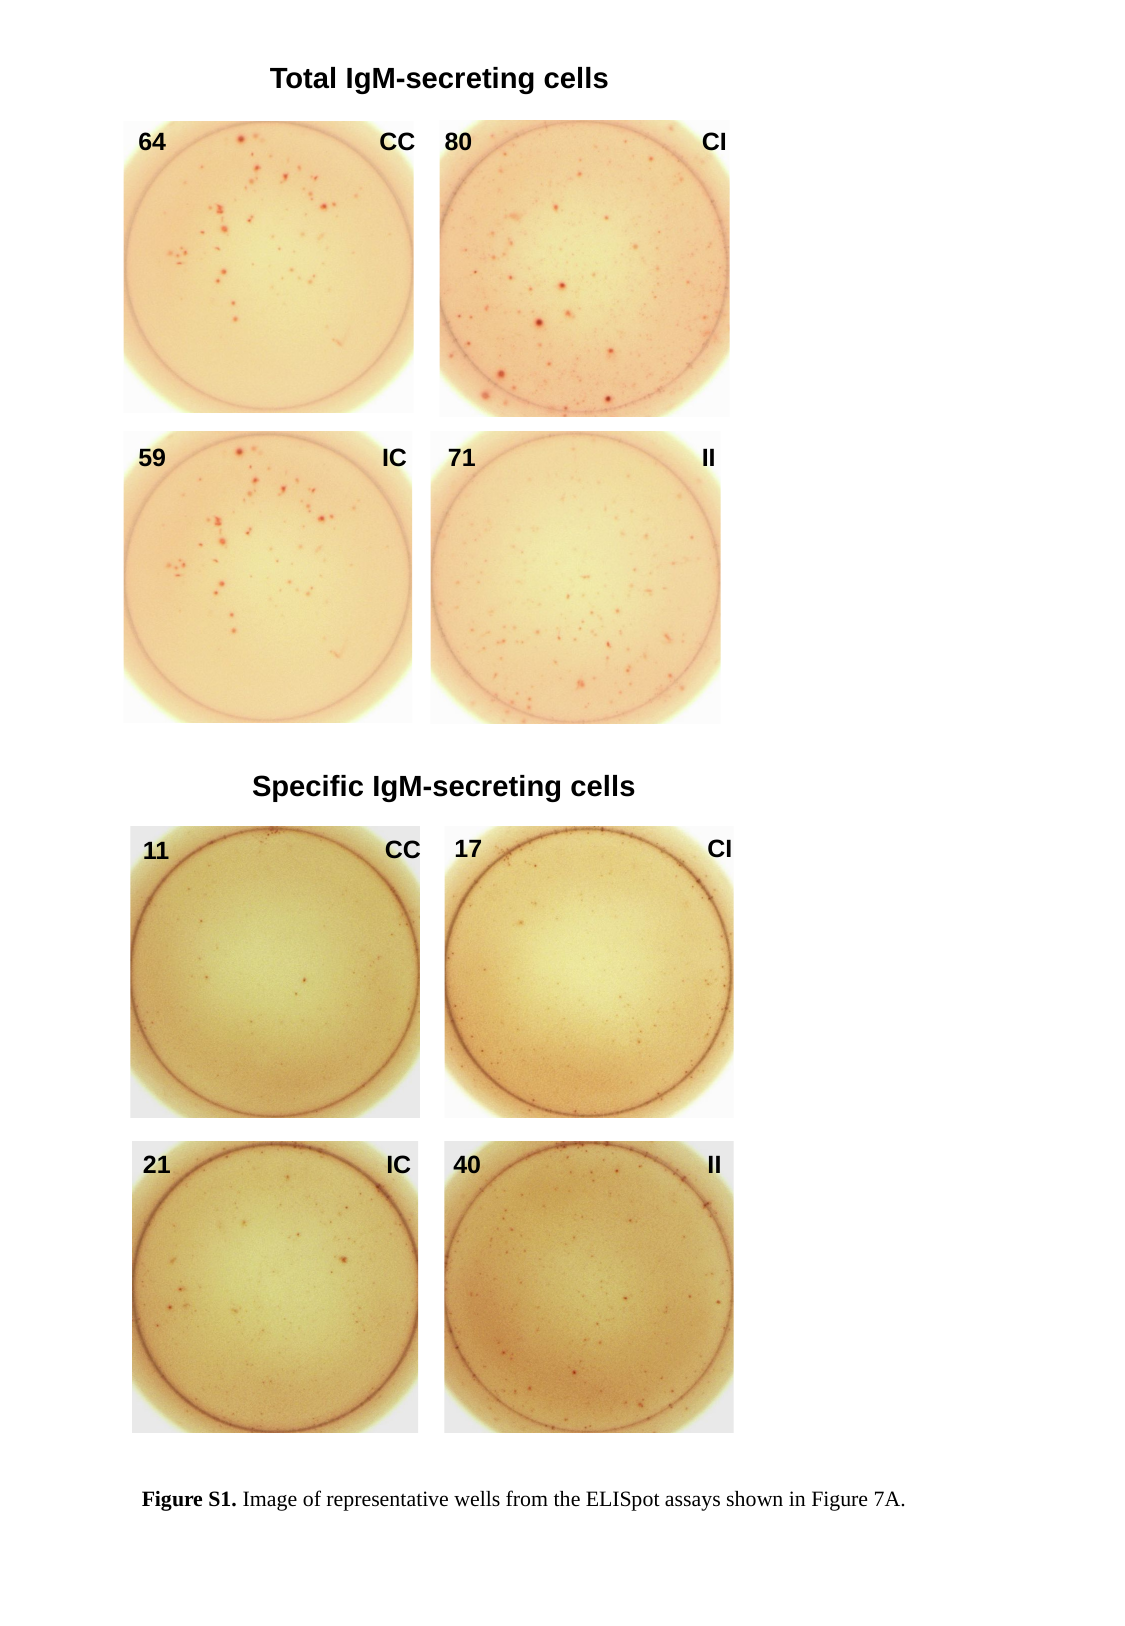

Total IgM-secreting cells
CC
80
CI
64
59
IC
71
II
Specific IgM-secreting cells
17
CI
CC
11
21
IC
II
40
Figure S1. Image of representative wells from the ELISpot assays shown in Figure 7A.

How the deposited data were processed for this re-analysis (not part of the article)

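Gill samples of 16 rainbow trout, 4 in each of the groups CC, CI, IC and II, were taken 4 days after the second challenge. For IC and II this was 34 days after the first infection. According to the authors, the gene counts were made by FASTP trimming, HISAT2 alignment to the Arlee genome (USDA_OmykA1_1) and featureCounts over the exons of each RefSeq gene, and they were deposited as raw counts without normalization. The values are whole numbers whose totals differ between fish, from 26444741 to 40495605 counts. How featureCounts treated strand, read pairs and reads with several alignments is not given in the sources used here, so that the counts of similar genes carry that limit. The condition of each fish was taken from its column name, whose numbers are not those of the sample titles. No fish and no column was left out.

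All analyses were run in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and figures were drawn in Python 3.11.15 with matplotlib 3.10.9. Of 70131 genes, 36535 passed edgeR's filterByExpr and were scaled by TMM. The groups were compared in 6 comparisons and in the interaction (II minus IC) minus (CI minus CC) with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, at an adjusted p below 0.05 and an absolute log2 fold change of at least 1. For named genes, the SE of a log2 fold change is its size divided by the square root of F. Log2 CPM values with a prior count of 2 served for principal components of the 500 most variable genes, for PERMANOVA, for distances to the group centre and for the scores of the gene lists of Figures 2B, 2C and 3, which are means of z scores over each list. Scores and distances were compared by two-sided exact permutation over the 70 assignments of 8 fish, where the smallest p is 0.0286. List interactions were compared over 4900 arrangements. Sets of antigen receptor genes, taken from the reference annotation, were tested with camera at a preset correlation of 0.01 and with fry.

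The genes named are those that the results text of the paper names, matched by the product names in Supplementary Table 2, and the top 3 genes of each comparison by adjusted p among DEGs whose groups do not overlap. Of these, 2 are not reported here, and counts over the named genes and the gene lists include them. This rule was set before the data were examined, although the values in the paper's own tables had been seen by then. Alternatives set at the same time were DESeq2 over all fish, edgeR and DESeq2 on the groups compared alone, RLE size factors, no filter, a filter of at least 1 CPM in 4 fish, robust dispersion, voom with quality weights, a variance stabilizing transformation, other gene sets for the components and the separation, the median and the raw log2 scale for list scores, and leaving out each fish in turn. A gene length offset fitted on 26236 protein-coding genes, the removal of rRNA genes, DESeq2 with each fish left out and thinned counts were added after seeing the data. The sets of antigen receptor genes were added after the files had been seen. Short lists of markers of B cells, plasma cells and T cells were written before they were scored.

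With the depth above, the counting error averaged over genes is small beside the spread between fish. The mean chi-square per gene between pairs of fish of a group lay between 20.5 and 169, where counting error alone gives about 1. Genes with many counts weigh most in this mean, so it does not tell how large the counting error is for genes with few counts. On simulated counts with 200 changed genes in each comparison, edgeR recovered between 93.5% and 97% of them with at most 10 wrong calls. DESeq2 recovered between 194 and 198 of them with 17 to 40 wrong calls. The changed genes were drawn from those with higher counts, and their changes were larger than the threshold on the log2 fold change. No simulated fish was made to differ from its group. Recovery of smaller changes, of genes with few counts or beside a fish such as CI6 was therefore not measured. Tests on annotation sets by product name were not run, since the reference used holds no product names. Antigen receptor repertoires, ELISpot and ELISA data were not analysed here.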

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

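Of the tests in this part, the thinned counts for the B cell list, the 10 largest segments of II6, the library size and the share of the top 10 genes in CI1, the rRNA share in IC5 and the gene length tests for LOC110486878 and for the genes that differ from CC in all other groups were chosen only after the result was seen, as was the count of all-or-none loci. A ratio below is the gap of a fish to its nearest neighbour over the range of its group. For 4 fish, chance puts about 1 in 20 groups above the critical value used.

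Measured per fish, 4 of 68 groups had a fish far from the others, where chance gives 3.4. The distance of CC1 to the centre of CC had a ratio of 0.937. With the gene length trend removed the ratio was 0.842, and with rRNA genes left out it was 0.858, so that neither is the whole cause. In II6 the share of counts on antigen receptor segments stood out (0.856). A few genes taking most of these counts cannot be told apart. Without its largest segment, LOC110530298, which held 14.4% of the 8601 segment counts, the ratio was 0.876, but without its 10 largest, which held 50.8%, it was 0.711, no longer past the critical value, with 0.0149% in II6 against at most 0.00932% in the other II fish. Segments picked for their counts in II6 lower its share in any case, which keeps this open. The share of the 10 genes with most counts was high in IC5 (0.858), and rRNA is not the source, since IC5 had 6.98% rRNA and the other IC fish between 6.81% and 10.7%. In CI1 few genes were detected (0.834). Library size was excluded, since CI1 had 40495605 counts and the other CI fish at most 37232307, and so were a few genes taking most of the counts, since its top 10 genes held 4.56% against 6.78% to 7.81%. What remains open for these fish is their own biology or handling, which was not tested.

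Among the named genes, 25 of 336 groups had such a fish, where chance gives 16.8, and II held 13 of them against 6 in CC, 3 in CI and 3 in IC. In CC these were LOC110489027 (CC2, 0.955), *il15l* (CC2, 0.873), *il11* (CC2 low, 0.967), LOC110526110 (CC4 low, 0.833), LOC100135968 (CC4 low, 0.892) and LOC110486878 (CC4 low, 0.906). Those in CI include LOC118948631 (CI4, 0.838) and *gp91phox* (CI1 low, 0.941), and in IC they were *socs1* (IC4, 0.852), LOC100136024 (IC4, 0.846) and LOC110501028 (IC5, 0.894). In II they were LOC100136187 (II6, 0.835), LOC110502743 (II6, 0.852), *ccl19a.1* (II6, 0.879), LOC110490539 (II6, 0.850), LOC110501028 (II6, 0.839), LOC110490701 (II3 low, 0.883), LOC118936357 (II3, 0.907), LOC110492146 (II3 low, 0.842), LOC118936491 (II3, 0.895), LOC110526288 (II3, 0.929), LOC110503083 (II1, 0.849), *cyp1c1* (II1, 0.978) and *c7b* (II2 low, 0.838). II3 and II6 held 5 each. No technical or biological explanation was tested for these genes.

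Between the fish with and without a first infection, the interaction was 1.09 in the score of the B cell list and 1.76 in that of the T cell list. Neither passes the adjustment over 7 lists (adjusted permutation p = 0.0814 for both). The study chose the genes of both lists on these fish, so the interactions are not independent evidence of a difference. Library size was excluded for both, since with thinned counts the interactions were 1.12 (permutation p = 0.0151) and 1.63 (permutation p = 0.0302). Thinned counts also left the B cell list of II above that of IC by 0.876. More B cells in the gills of II cannot be told apart from more Ig mRNA per cell: the score of 4 B cell markers was higher in II than in CC by 0.956 (exact permutation p = 0.0571), higher than in CI by 1.41 (exact permutation p = 0.0286) and higher than in IC by 0.197 (exact permutation p = 0.743), where the adjusted p over 18 tests was 0.309, 0.309 and 0.891, IC was higher than CC by 0.759 (exact permutation p = 0.2), and the median log2 fold change of these markers was 0.29 over CC and 0.04 over IC, against 2.03 and 1.12 in the B cell list. Markers with a high baseline in the gills would hide a small rise in B cells, which keeps this open. None of the 4 genes, of which *btk* was the most abundant at 27.1 CPM in CC, was called by edgeR. The score of 3 plasma cell factors differed by 0.321 (exact permutation p = 0.486), and in CI it was higher than in CC by 1.12 (exact permutation p = 0.0857), with *prdm1b* at 27.8 CPM in CI and 6.43 in CC, so that plasma cells cannot be told apart either. For the T cell list, the 9 T cell markers were lower in CI than in CC by -0.334 (exact permutation p = 0.371), which leaves open whether CI had fewer T cells or less mRNA of *tbx21* and *cd28*. All of these lists are expressed in the gills of CC, and none of their genes is in the lists of the study.

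In genes the paper does not discuss, *cyp1c1* was lower in CI than in CC (log2 fold change -2.24), and 8 genes were called by edgeR between CC and all other groups, in the same direction each. These were *cyp1c1*, LOC110526570, LOC110507114, LOC110508907, LOC110521207, LOC118936733 and an uncharacterized gene on chromosome 18 (35377799 to 35392845), all lower outside CC, and LOC118940988, a mucin-5AC-like gene that was higher and had at most 0.0282 CPM in CC. DESeq2 called 67 such genes, 7 of the 8 among them. Gene length was excluded, since all 8 were still called with the length trend removed. Simulated data without group effects gave at most 0 such genes, which argues against chance acting on each gene alone through the same CC fish. Genes varied independently there, so a chance shift of many genes together in the CC fish was not excluded. A wide shift of CC against every other group cannot be told apart. Against separate CC fish, CI and IC had a mean r of 0.211, CI and II of 0.239 and IC and II of 0.370. The outcome written beforehand as arguing against a wide shift was met, but infection adds its own differences to CI, so the value was taken as open after it was seen. Tank, which differs with the group, stays open as well and was not tested.

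LOC110486878, a 40S ribosomal protein S2 gene, was higher in IC than in CI (log2 fold change 3.94), and gene length was excluded, since with the length trend removed it was 3.97. It was all or none: 8 of 8 fish of the first infection and 3 of 8 others (CC1, CC2 and CC5) had between 168 and 415 CPM. The rest, CC4 and every CI fish, had between 18.1 and 22.7. The gene was picked for a difference of this kind, so its own pattern is no test. A candidate explanation is selection of survivors by genotype, since fish died in the first infection. Of 153 all-or-none genes, 9 parted by the first infection, as many as in 84 of 6435 splits of the fish, and with neighbours within 1e+06 bp counted once 8 of 126 loci did, as many as in 81 of 6435 splits. The 9 genes lie on 7 chromosomes, 6 higher and 3 lower after the first infection. A lasting response to the first infection, tank or shared parents would give the same pattern and were not tested.

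Antigen receptor segments that Figure 3 does not show were higher in II than in CC with a median log2 fold change of 0.60 over 54 genes. Gene length was excluded as the whole cause, since with the length trend removed the median was 0.55. Reads shared between similar segments stay open, since the counts do not tell them apart.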

How the results depend on the processing

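The gene length offset, the removal of rRNA genes, DESeq2 with single fish left out and the thinned counts were chosen only after the results were seen. No paired analysis was possible because the numbers in the column names are not those of the sample titles and the fish of different groups were different animals in different tanks, so the planned replicate block was not run. The planned tests of annotation sets by product name were not run either, as the reference holds no product names.

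DEG counts kept within 1.5 times their value under RLE, no filter, the filter of at least 1 CPM, the length offset and without rRNA genes in all 6 comparisons, and under robust dispersion in all but CI and IC (52). The test moved them further, as did single fish (below). DESeq2 gave 632, 367, 739, 484, 586 and 34 in the order CC-CI, CC-IC, CC-II, CI-IC, CI-II and IC-II, and 465, 636, 1129, 322, 391 and 79 when fitted to the groups compared alone. Voom gave 76, 225, 556, 2, 22 and 1, and edgeR fitted to the groups alone gave 1, 325, 1, 3 and 4, with CC-IC within the range. The share of higher genes moved with the tool, from 5 of 62 by edgeR to 168 of 367 by DESeq2 in CC-IC, from 45 of 183 to 342 of 739 in CC-II, and to 46 of 76 by voom in CC-CI. The interaction gave 0 DEGs by edgeR (3355 at an unadjusted p below 0.05), 126 by DESeq2, 4 by voom, with RLE, with at least 1 CPM, with the length offset and without rRNA genes, and 2 with no filter. The cause was not tested.

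Chance can be excluded by splits of the fish for the 5 comparisons with CC or CI: with edgeR the real split was the only 1 of 35 with as many DEGs in each of them, and so it was with DESeq2 on the groups alone (1 of 35 each). It cannot be excluded with DESeq2 for IC and II, where 4 of 35 splits gave as many, nor for the interaction, with 3 of 40. With edgeR these 2 had 0 DEGs, which every split reaches (35 of 35 and 60 of 60), so that splits decide nothing there. In CI and IC the largest other split, which put CI6 with 3 IC fish, gave 78 DEGs against 88 by edgeR and 305 against 322 by DESeq2, so that there the real split is the largest by little, and 1 of 35 is the smallest share that 4 against 4 fish can give.

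With single fish left out, the edgeR counts ranged over 6 to 679 (CC-CI), 9 to 164 (CC-IC), 40 to 275 (CC-II), 0 to 554 (CI-IC), 1 to 518 (CI-II), 0 to 1 (IC-II) and 0 to 83 (interaction), and those of DESeq2 over 412 to 1212 (CC-CI), 179 to 512 (CC-IC), 356 to 957 (CC-II), 198 to 1003 (CI-IC), 280 to 1027 (CI-II), 23 to 51 (IC-II) and 68 to 505 (interaction). The edgeR extremes were without CC1 and CI6 for CC-CI, without CC1 or IC6 and IC2 for CC-IC, without II3 and II2 for CC-II, without IC2 or IC4 and CI6 for CI-IC, and without II3 and CI6 for CI-II. By DESeq2, counts moved by over 1.5 times without CI5 (412) and CI6 (1212) in CC-CI, CC1 (179) and IC6 (183) in CC-IC, CC1 (384), II3 (356) and II6 (443) in CC-II, CI1 (198) and CI6 (1003) in CI-IC, and CI1 (280), II3 (324) and CI6 (1027) in CI-II.

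The variance on the first component was 32.7% with the variance stabilizing transformation and 21.6% over all genes, and 18.9 (CI5) to 21.0 (II1) with single fish left out, where the second held 10.4 (CI1) to 15.1 (IC4). The spread of CI, by the mean distance to the group centre, was taken over the mean of the other groups. It was 6.40 and 1.74 times on the 2 components with the transformation and 6.35 and 2.01 times over all genes. With single fish left out it was 2.13 (CI1) to 6.14 (IC6) on the first and 1.02 (CI1) to 1.92 (CI5) on the second. Over the 500 most variable genes the separation was 19.9% for CC and CI and 18.9% for CI and IC, no longer past the threshold, and 21.3% for IC and II, now past it, and the distance ratio of CI was 1.29 over CC and 1.22 over IC, no longer past it, and 1.29 over II, now past it. With single fish left out the separation was 20.5 (CC1) to 27.8 (CI6) for CC and CI, 20.2 (IC4) to 26.1 (CI6) for CI and IC, 20.2 (II3) to 26.5 (CI6) for CI and II, 17.6 (II6) to 21.5 (II2) for IC and II, and the distance ratio 1.02 (CI1) to 1.46 (CC1) over CC, 0.962 (CI1) to 1.34 (IC5) over IC, 0.955 (CI1) to 1.38 (II2) over II. With a fish left out, distances in its group are shorter by group size alone, so that the values below 1 without CI1 show no reversal.

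List scores kept their direction under the median, the raw log2 scale and thinned counts. The median took the anti-inflammatory difference of CI and IC to -1.61, no longer past the threshold, and that of the other cytokines to -1.51, now past it. With single fish left out the differences ranged as follows: pro-inflammatory, CC and CI 1.08 (CI1) to 1.64 (CI6), CI and IC -1.71 (CI6) to -1.18 (IC2), CI and II -1.68 (CI6) to -1.16 (CI1); anti-inflammatory, CC and CI 1.17 (CI1) to 1.68 (CI6), CI and IC -1.96 (CI6) to -1.51 (IC6), CI and II -1.89 (CI6) to -1.37 (II3); complement, CC and CI 1.06 (CI1) to 1.87 (CI6), CI and IC -1.66 (CI6) to -0.779 (CI1), CI and II -1.65 (CI6) to -0.771 (CI1); chemokines, CC and CI 1.16 (CI1) to 1.65 (CI6), CI and IC -1.66 (CI6) to -1.21 (CI1), CI and II -1.23 (CI6) to -0.560 (CI1); other cytokines, CC and CI 0.987 (CI1) to 1.55 (CI6), CI and IC -1.55 (CI6) to -1.09 (CI1), CI and II -1.28 (CI6) to -0.722 (CI1); B cells, IC and II 0.703 (II6) to 0.997 (II1). In the innate lists each extreme named CI6 was past the threshold.

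Of 237 values of named genes, those called by edgeR kept their direction under every alternative. Among uncalled ones, the sign changed in 26 values of 13 results, 22 of them with a fish left out, and for LOC100136204 (CI and II), *il11* (CI and II) and LOC100135968 (CC and CI) with voom and *gp91phox* (CC and CI) with the length offset. Calls were lost in 13 and gained in 7 with voom, lost in 19 and gained in 2 of 223 with edgeR on the groups alone, lost in 1 and gained in 5 with no filter, and gained in 134 with DESeq2, in 69 of 210 with DESeq2 on the groups alone, in 6 with the length offset, in 2 without rRNA genes and in 2 of 189 with at least 1 CPM. RLE and robust dispersion changed 0. With single fish left out, 11 of 33 calls were made in every fit, and the others are named with the genes. Whether depth limits genes near the filter, such as *cxcl13*, was not tested, since recovery was not followed at other depths or by level of expression.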

Differences from the paper's values

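No test in this part was chosen after its result was seen. The paper gives 611 DEGs between CC and CI, and edgeR called 123, with differences also under RLE, no filter, at least 1 CPM, robust dispersion, voom and edgeR on the groups alone, and values within 1.5 times the paper's under DESeq2 (632), DESeq2 on the groups alone (465) and edgeR without CI6 (679). Between CC and IC the paper gives 361 and edgeR 62, and of the alternatives set before the data were examined only DESeq2 (367) came within that range. Between CC and II the paper gives 731 and edgeR 183, and DESeq2 (739) and voom (556) came within it. Between CI and IC the paper gives 477 and edgeR 88, and DESeq2 (484), DESeq2 on the groups alone (322) and edgeR without CI6 (554) came within it. Between CI and II the paper gives 574 and edgeR 81, and DESeq2 (586), DESeq2 on the groups alone (391) and edgeR without CI6 (518) came within it. Between IC and II the paper gives 32 and edgeR 0 (1822 genes at an unadjusted p below 0.05), and only DESeq2 (34) came within it. All other alternatives set beforehand, with every other fish left out, differ. DESeq2 called 609, 359, 722, 475, 572 and 32 of the paper's DEGs in the same order, and all genes of the paper's lists had the same direction.

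The first component held 19.6% of the variance and the paper's value is about 34% in Fig. 2A, read by eye. The variance stabilizing transformation gave 32.7%, within 1.5 times, while all tested genes and every fit with a fish left out differ. The 167 log2 fold changes of named genes that the paper's supplement also gives differed by at most 0.0873, all with the same direction.

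The paper has *tlr13*, *cxcr3*, the genes for TNFAIP8L3 and TNFRSF10C, *tbx21* and *cd28* at higher mRNA levels in II. Against CC and IC, neither edgeR nor DESeq2 called any of them in II, and against CI edgeR called *cd28* alone and DESeq2 all of them. It also lists Mx3 as raised in II against the other groups, where its log2 fold change was 1.92 over CC, 0.24 over CI and 0.41 over IC, and DESeq2 called it in CI, IC and II alike over CC. NOX1 is named among genes raised in CI, and its log2 fold change over CC was 0.02, called against II by DESeq2. *il15l* is named as raised in CI, and DESeq2 called it against II only. For *socs3*, *socs1*, *lyz2*, *il10r1* and the IL-18 and IL-13 receptor genes, no call of CI over CC was made by either tool, while DESeq2 called each against IC, and all but *socs3* against II. Other genes of the same names were called as the paper has them: of the SOCS3 genes, LOC110499415 was called over CC by both tools (log2 fold change 2.55) and LOC110502743 by DESeq2 (1.51 by edgeR), and the lysozyme C II-like gene LOC110523157 by DESeq2 (1.62 by edgeR). Without CI6 edgeR called *il10r1* over CC.

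The paper places the dispersion of CI on the second component, and the SD of CI was 4.84 times the mean SD of the other groups on the first and 1.79 times on the second (4.74 and 1.49 times by the mean distance to the group centre). On the second component the SD was 12.5 in CI and 11.7 in IC, so that there CI stood apart from CC and II only. The paper describes Ig genes as raised in II against the rest, and against IC neither tool called any of the 17, although all 17 were higher by their log2 fold change.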

Other observations

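The first tests of the label of CI6, over 85 and 252 genes, were planned before its values were seen, while the tests with fish left out of the choice of genes, that of library size for CI6 and the choice of the Y chromosome genes below came after. In the innate lists CI6 did not follow the other CI fish, with scores of -0.426, -0.200, -0.649, -0.430 and -0.330 in the pro-inflammatory, anti-inflammatory, complement, chemokine and other cytokine lists. A wrong label as a CC fish is argued against but not excluded. Over 85 genes called between CC and both IC and II, CI6 lay at 0.655 between CC (0) and IC and II (1). CC fish lay at -0.15 to 0.120, but they were used to choose these genes, which keeps them near 0. The other CI fish, which were not used, lay at 0.268 to 0.882. CC fish left out of the choice of other genes (below) also lay under CI6. A wrong label as an IC or II fish cannot be told apart: over 252 genes lower in the other CI fish than in every IC and II fish it lay at 0.871, where CC fish lay at 0.769 to 0.864, so that a CI fish without a response would lie there too. Over genes that part CC and the other CI fish (0) from IC and II (1), chosen without CI6 and 1 IC or II fish in turn, CI6 had a median of 0.522 (0.379 to 0.617 over 8 sets), lower than the fish left out in each set, but these lay at 0.515 to 1.24 and CI fish left out in the same way at 0.238 to 0.694, so that the ranges overlap. CC fish left out lay at 0.0198 to 0.487 and CI6 over their sets at 0.537 to 0.647. Library size was excluded, since with thinned counts its pro-inflammatory score was -0.404. No infection in CI6 at sampling, because it had not become infected or had cleared the infection, cannot be told apart. Over genes that part CC (0) from the other CI fish (1), chosen without CI6 and 1 CC fish in turn, CI6 had a median of 0.206 (0.186 to 0.233 over 4 sets), just above the CC fish left out (0.0573 to 0.184), and other CI fish left out lay at 0.336 to 0.672, where CI6 had 0.113 to 0.323. A difference between tanks would place a fish without infection above CC too.

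IC and II changed alike against CC. Over all genes their log2 fold changes had an r of 0.679 and the same direction in 77.3% of genes, where simulated data without group effects gave 0.497 (at most 0.524) and 66.6%, since both share the CC fish. Over genes with an average of at least 1 CPM r was 0.690, where simulated data gave at most 0.519. Against separate CC pairs, over all genes, r was 0.343 to 0.437, where simulations gave 0.0128 on average.

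Chosen after their values were seen, LOC110510241 (chromosome Y, 38297234 to 38298327) and LOC110510112 (chromosome Y, 38392537 to 38394321) had 36 to 49 and 18 to 37 counts in IC2, IC4, IC6, II2 and II6 and 0 in every other fish. *sdy* had at most 1 count, in 3 fish of IC and II and 2 of CC and CI, so that the sex of the fish could not be told from it.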
